# Extracellular Vesicle-Derived microRNA Crosstalk Between Equine Chondrocytes and Synoviocytes—An In Vitro Approach

**DOI:** 10.3390/ijms26073353

**Published:** 2025-04-03

**Authors:** Catarina I. G. D. Castanheira, James R. Anderson, Emily J. Clarke, Matthias Hackl, Victoria James, Peter D. Clegg, Mandy J. Peffers

**Keywords:** 5-ethynyl uridine, equine, extracellular vesicle, microRNA, osteoarthritis, small RNA sequencing, synovial fluid

## Abstract

This study describes a novel technique to analyze the extracellular vesicle (EV)-derived microRNA (miRNA) crosstalk between equine chondrocytes and synoviocytes. Donor cells (chondrocytes, *n* = 8; synoviocytes, *n* = 9) were labelled with 5-ethynyl uridine (5-EU); EVs were isolated from culture media and incubated with recipient cells (chondrocytes [*n* = 5] were incubated with synoviocyte-derived EVs, and synoviocytes [*n* = 4] were incubated with chondrocyte-derived EVs). Total RNA was extracted from recipient cells; the 5-EU-labelled RNA was recovered and sequenced. Differential expression analysis, pathway analysis, and miRNA target prediction were performed. Overall, 198 and 213 miRNAs were identified in recipient synoviocytes and chondrocytes, respectively. The top five most abundant miRNAs were similar for synoviocytes and chondrocytes (eca-miR-21, eca-miR-221, eca-miR-222, eca-miR-100, eca-miR-26a), and appeared to be linked to joint homeostasis. There were nine differentially expressed (*p* < 0.05) miRNAs (eca-miR-27b, eca-miR-23b, eca-miR-31, eca-miR-191a, eca-miR-199a-5p, eca-miR-143, eca-miR-21, eca-miR-181a, and eca-miR-181b) between chondrocytes and synoviocytes, which appeared to be linked to migration of cells, apoptosis, cell viability of connective tissue cell, and inflammation. In conclusion, the reported technique was effective in recovering and characterizing the EV-derived miRNA crosstalk between equine chondrocytes and synoviocytes and allowed for the identification of EV-communicated miRNA patterns potentially related to cell viability, inflammation, and joint homeostasis.

## 1. Introduction

Synovial joints are functional organs constituted by multiple specialized tissues, including cartilage and synovium. Articular cartilage is an avascular connective tissue with unique anisotropic and viscoelastic characteristics that allow for effortless gliding of opposing bone surfaces within the articular joint, facilitating joint movement and load bearing [1,2,3]. Cartilage is solely populated by chondrocytes, which are embedded in an extracellular matrix (ECM) composed of approximately 75% water and a network of type II collagens, proteoglycans and other non-collagenous proteins, inorganic salts, and lipids [1,2,3]. Due to the avascular nature of cartilage, chondrocytes rely on synovial fluid (SF) for functioning and survival [1]. SF is produced by the synovium and acts as a transport medium for nutrients and for numerous regulatory components [4]. The synovium is a vascularized tissue mainly comprising two types of synoviocytes: type A synoviocytes, which are macrophagic cells that possess phagocytic and antigen-presenting capabilities; and type B synoviocytes, which are fibroblast-like cells involved in the production of specialized SF constituents, such as hyaluronan and lubricin, and are the predominant cell type of the synovial intima [5,6]. Communication between chondrocytes and synoviocytes is a dynamic process, and understanding the intricate signaling networks between these two cell types is crucial in the study of joint health and disease. For example, inflammatory cytokine production can be detected in normal synovial tissue because synoviocytes are involved in immunological regulation [7]. However, a marked increase in inflammatory responses can contribute to ECM breakdown and chondrocyte injury, leading to cartilage degradation [8], which highlights the complexity of cellular communication pathways.

The role of extracellular vesicles (EVs) in intercellular communication has gathered significant attention from researchers in recent years [9]. EVs are lipid-bound vesicles secreted by cells into the extracellular space that serve as vehicles for communication [9]. They are released by nearly every cell type and contain lipids, proteins, and genetic material, including a large variety of coding and non-coding types of RNA [10]. The molecular content of EVs can vary greatly from the contents of the respective parental cell, with some studies suggesting that the RNA cargo of EVs skews toward shorter RNA species [10,11]. EV cargo can be specific per vesicle and per cell type and is influenced by the physiological or pathological state of the donor cell [10,11]. For instance, EVs from interleukin-1 beta (IL-1β)-stimulated synovial fibroblasts induced significantly more proteoglycan release from cartilage explants compared with EVs from non-stimulated synovial fibroblasts [12].

There is a growing interest in the role of EV-mediated communication in osteoarthritis (OA) [13]. EVs play important roles in OA progression by aggravating joint inflammation through macrophage activation in SF [14], affecting chondrocyte catabolism and promoting cartilage destruction [15,16], and by regulating subchondral bone remodeling [17]. Therefore, investigating the content of EVs generated by different joint tissues will allow for a better understanding of OA pathogenesis, as well as the discovery of biomarkers for early diagnosis or disease staging [13].

The aim of this study was to develop a novel RNA tracking technique to explore the EV-derived microRNA (miRNA) crosstalk between chondrocytes and synoviocytes and investigate its functional relevance in joint homeostasis. For this, newly synthesized RNA in EV-donor cells was labelled using 5-ethynyl uridine (5-EU); these EVs were then isolated and transferred to EV-recipient cells. Following incorporation by the EV-recipient cells, the labelled RNA was recovered, sequenced and analyzed. The reported technique was effective in recovering and characterizing the EV-derived miRNA. Pathway analysis demonstrated that the most abundant miRNAs appeared to be related to joint homeostasis, while differentially expressed miRNAs appeared to be related to cell viability and inflammation. These data highlight the importance of the EV RNA cargo as a mediator of joint homeostasis and disease.

## 2. Results

### 2.1. Demographics of EV-Donor and EV-Recipient Cells

EV-donor chondrocytes were collected from metacarpophalangeal (MCP) joints of eight horses with a mean (standard deviation [SD]) age of 6.1 (2.6) years, and a mean (SD) joint macroscopic score [14] of 0.8 (0.7). EV-donor synoviocytes were collected from nine horses with a mean (SD) age of 5.8 (2.3) years, and a mean (SD) joint macroscopic score of 1.6 (1.0). Age and joint macroscopic score were similar between EV-donor chondrocytes and synoviocytes (*p =* 0.899 and *p =* 0.092, respectively; Table 1). EV-donor control cells were collected from four additional horses, and the corresponding demographics can be found in the Supplementary Materials (Table S1).

EV-recipient chondrocytes were collected from MCP joints of five horses with a mean (SD) age of 6.2 (4.4) years and a mean (SD) joint macroscopic score of 2.2 (1.3). EV-recipient synoviocytes were collected from four horses with a mean (SD) age of 5.5 (2.1) years and mean (SD) joint macroscopic score of 2.0 (0.8). Age and joint macroscopic score were similar between EV-recipient chondrocytes and synoviocytes (*p =* 0.810 and *p =* 0.635, respectively; Table 1). EV-recipient control cells were collected from two additional horses, and the corresponding demographics are in the Supplementary Materials (Table S1).

### 2.2. EV Concentration and Size

A total of 13 sets of 20 mL of cell culture media were collected from EV-donor chondrocytes, with a mean (SD) EV concentration of 1.7 × 10^9^ (1.0 × 10^9^) particles/mL and a vesicle average size (SD) of 186.3 (92.8) nm. Additionally, 14 sets of 20 mL of cell culture media were collected from EV-donor synoviocytes, with a mean (SD) EV concentration of 8.2 × 10^8^ (9.6 × 10^8^) particles/mL and a vesicle average size (SD) of 190.6 (71.7) nm. There were no significant differences in concentration or size between chondrocyte and synoviocyte-derived EVs (*p =* 0.115 and *p =* 0.815, respectively; Table 2).

EVs were pooled together according to EV-donor cell type and equally distributed among EV-recipient cells, so that chondrocytes were incubated with synoviocyte-derived EVs and synoviocytes were incubated with chondrocyte-derived EVs. Overall, EV-recipient chondrocytes were incubated with approximately 4.60 × 10^10^ synoviocyte-derived EVs (3.04 × 10^9^ synoviocyte EVs/mL media) and EV-recipient synoviocytes were incubated with approximately 1.1 × 10^11^ chondrocyte-derived EVs (7.33 × 10^9^ chondrocyte EVs/mL media).

### 2.3. 5-EU RNA Capture from Recipient Cells

After incubating the recipient cells with EVs for 24 h, total RNA was extracted, and the 5-EU-labelled RNA was recaptured and quantified. The mean (SD) concentration of 5-EU-labelled RNA recovered from EV-recipient chondrocytes was significantly lower than of the EV-recipient synoviocytes (43.1 [5.6] ng/μL vs. 62.8 [14.1] ng/μL, respectively; *p =* 0.016; Table 3). The EV-recipient control samples presented a numerically lower mean RNA concentration compared with the experimental samples (Table 3); no statistical analyses were performed due to the sample size of the control groups.

### 2.4. Sequencing Results

#### 2.4.1. Data Overview

The 5-EU-labelled RNA recovered from EV-recipient chondrocytes and synoviocytes was sequenced and analyzed. 

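Small RNA libraries were made from 5-EU-labelled RNA that had been captured from 10 cultures. EV-recipient chondrocytes from 5 horses had received 5-EU-labelled EVs pooled from the synoviocytes of 9 horses, and EV-recipient synoviocytes from 4 horses had received labelled EVs pooled from the chondrocytes of 8 horses. The remaining library was the EV-recipient control synoviocyte sample, whose EVs came from the chondrocytes of 2 horses cultured without the label. 5-EU is a uridine analogue that cells build into new RNA and that can be coupled to biotin and pulled down on streptavidin beads. Donor cells were labelled for 48 h and recipient cells were exposed to EVs for 24 h. Because EVs were pooled by donor cell type, each library is a separate recipient horse but not a separate EV preparation. The recipient cell type and the EV source changed together, and the recipient chondrocytes were kept at 5% oxygen and the recipient synoviocytes at 25%. The authors trimmed reads to a minimum of 17 nt, mapped them to the horse genome with 2 mismatches and to horse entries of miRBase with 1 mismatch, and deposited raw counts and RPM for 239 miRNAs, with the counts of 8 spike-in calibrators. Total miRNA counts per library were 4891, 444408, 39689, 284774 and 98608 in EV-recipient chondrocytes, 436475, 192282, 32269 and 17151 in EV-recipient synoviocytes, and 20330 in the control. The paper also states the total reads per sample, which were not analysed here, and all values use the miRNA counts. Depth, here and below, means the miRNA counts of a library and not its total reads, which the paper gives as similar between groups. A count of 3, taken as the floor, corresponds to 613 RPM in the shallowest library and 6.75 RPM in the deepest. Intervals and floors cover counting error only, as PCR-amplified reads without molecular identifiers are not independent molecules. Differential expression was computed here from the raw counts of the 9 labelled libraries with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment, and log2 fold changes are given as EV-recipient synoviocytes over EV-recipient chondrocytes. Abundances are RPM, calculated over the miRNA counts of each library with the spike-ins left out.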

The total number of reads was similar between EV-recipient chondrocytes and synoviocytes, (5.0 million reads/sample vs. 4.5 million reads/samples, respectively; *p =* 0.905). This was similar to the EV-recipient synoviocyte control sample, with 4.6 million reads. Due to economic constraints, it was not possible to sequence the EV-recipient chondrocyte control sample.

Several types of RNA molecules were identified (Figure 1), including miRNA, transfer RNA, ribosomal RNA, long non-coding RNA, messenger RNA (mRNA), small nuclear RNA, small nucleolar RNA, yRNA, and small cytoplasmatic RNA. The relative abundance of miRNAs varied between 0.10% and 9.62% in EV-recipient chondrocytes and between 0.44% and 7.40% in EV-recipient synoviocytes and had a value of 0.44% in the EV-recipient synoviocyte control. Most samples presented a combined percentage of unclassified and unmapped genomic RNA of over 50% (Figure 1).

A total of 239 miRNAs were identified, of which 213 were present in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes) and 198 in EV-recipient synoviocytes (RNA originated from EV-donor chondrocytes). 

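At a minimum of 1 count in at least 1 library, 213 miRNAs were detected in the 5 EV-recipient chondrocyte libraries and 196 in the 4 labelled EV-recipient synoviocyte libraries, and 198 when the control synoviocyte library was counted with the latter. All 239 miRNAs were seen in the labelled libraries. The control alone held 96, none of which was missing from the labelled libraries. Numbers per library were 52, 176, 121, 161 and 142 in EV-recipient chondrocytes and 175, 152, 121 and 90 in EV-recipient synoviocytes. The miRNAs known from cartilage were represented by both arms of miR-140, and those of the imprinted DLK1-DIO3 region by 23 members, of which none was abundant enough to be tested. That group summed to 293 ± 267 RPM (SD, n = 5) in EV-recipient chondrocytes and 109 ± 102 RPM (SD, n = 4) in EV-recipient synoviocytes. miR-210, the miRNA known to rise in low oxygen, has no entry among the 239.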

Briefly, 43 miRNAs were unique to EV-recipient chondrocytes, 26 miRNAs were unique to EV-recipient synoviocytes, and 170 miRNAs were common to both cell types. 

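The 43 miRNAs found only in EV-recipient chondrocytes were led by eca-miR-122, a miRNA known from liver, with 266 counts in 3 of 5 libraries. It was followed by eca-miR-432 with 52 counts in 2 of 5, eca-miR-449a with 45 counts in 3 of 5, eca-miR-542-5p with 28 counts in 2 of 5, and by eca-miR-182 and eca-miR-449b with 26 counts each in 2 of 5. Of the 43, 31 were counted in only 1 library and none in all 5, and their median summed count was 10. Together they made up 0.0892% of the group's miRNA counts. The 26 found only in EV-recipient synoviocytes were led by eca-miR-483 with 41 counts and eca-miR-200c, known from epithelium, with 24 counts, each in 1 of 4 libraries. Next came eca-miR-328 with 11 counts, then eca-miR-126-5p, eca-miR-142-3p and eca-miR-9094 with 9 each. Of these 26, 24 were counted in only 1 library, their median summed count was 6, and together they made up 0.028% of the group's counts. When a miRNA had to be counted in at least 2 libraries of a group to be found there, 27 were found only in EV-recipient chondrocytes and 14 only in EV-recipient synoviocytes, of which 12 and 2 had no counts in the other group. A miRNA at 0 counts in a library of the depths given can still be present below the floor.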

Mean (minimum, maximum) absolute miRNA read counts in EV-recipient chondrocytes and synoviocytes were 172,000 (5000–437,000) reads/sample and 167,000 (17,000–431,000) reads/sample, respectively. 

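Summed over the 239 miRNAs, the libraries of EV-recipient chondrocytes held 174474 ± 185547 counts (SD, n = 5) and those of EV-recipient synoviocytes held 169544 ± 194797 counts (SD, n = 4). The difference was far smaller than the spread between horses (exact permutation test, two-sided, p = 0.968). The deepest EV-recipient chondrocyte library held 90.9 times as many counts as the shallowest, and the deepest EV-recipient synoviocyte library 25.4 times as many.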

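eca-miR-21, a miRNA abundant in fibroblast-like cells, was the most abundant miRNA in both groups, at 216291 ± 43653 RPM (SD, n = 5) in EV-recipient chondrocytes and 326574 ± 80420.5 RPM (SD, n = 4) in EV-recipient synoviocytes. eca-miR-221 and eca-miR-222, which lie in a shared cluster, followed. eca-miR-221 stood at 95738 ± 25107 RPM in EV-recipient chondrocytes and 59146 ± 19974 RPM in EV-recipient synoviocytes. eca-miR-222 stood at 83159 ± 12547 and 64256 ± 28333 RPM, respectively. eca-miR-100 was present at 68714 ± 17188 and 50088 ± 10259 RPM, and eca-miR-26a at 43961 ± 3691 and 44942 ± 4399 RPM. The 5 miRNAs with the highest mean RPM were the same in both groups, and those with the highest mean count or median RPM were shared as well. The sixth by mean RPM was eca-miR-27b in EV-recipient chondrocytes and eca-miR-143 in EV-recipient synoviocytes.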

The top five most abundant miRNAs were the same for both EV-recipient chondrocytes and synoviocytes; these were eca-miR-21, eca-miR-221, eca-miR-222, eca-miR-100, and eca-miR-26a.

##### Predicted mRNA Targets of Unique miRNAs

Ingenuity Pathway Analysis (IPA) software v23.0 (Qiagen, Manchester, UK) was used for target prediction. Using the list of miRNAs that were uniquely identified in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes), IPA revealed 36 experimentally observed targets for eight miRNAs (Table S2; Figure S1). 

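The network in Figure S1 draws 8 miRNAs. eca-miR-122 reached 209, 2 and 55 counts in 3 of the 5 EV-recipient chondrocyte libraries. eca-miR-204b, taken here as the match for miR-204, had 7 and 8 counts in 2 libraries. The others stood lower, each in 1 library, with 11 counts for eca-miR-323-3p, 7 for eca-miR-504, 6 for eca-miR-96 and 1 for eca-miR-150. These 6 miRNAs had no counts in the EV-recipient synoviocyte libraries. eca-miR-16, a ubiquitous miRNA, was counted in all 9 labelled libraries, at 19816 ± 2980.3 RPM (SD, n = 5) in EV-recipient chondrocytes and 17662 ± 3649 RPM (SD, n = 4) in EV-recipient synoviocytes, with an adjusted p of 0.99 from edgeR's quasi-likelihood test. eca-miR-34a had 0, 92, 40, 194 and 33 counts in the EV-recipient chondrocyte libraries and 249, 164, 3 and 21 in the EV-recipient synoviocyte libraries. The 8 were chosen by the study from these libraries, so their place on the list is not independent evidence of a direction.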

The top three diseases and functions associated with the predicted interaction network were “migration of tumor cells” (*p =* 4.36 × 10^−34^; 36/44 molecules involved), “proliferation of connective tissue cells” (*p =* 8.94 × 10^−31^; 28/44 molecules involved), and “invasion of tumor cell lines” (*p =* 2.29 × 10^−30^; 33/44 molecules). For miRNAs that were unique to EV-recipient synoviocytes (RNA originated from EV-donor chondrocytes), target prediction revealed nine experimentally observed targets for three miRNAs (Table S3; Figure S2). 

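The 3 miRNAs drawn in Figure S2 were each counted in few EV-recipient synoviocyte libraries. eca-miR-328 had 11 counts, all in replicate 1. eca-miR-142-3p, known from leukocytes, had 8 counts in replicate 1 and 1 count in replicate 4. eca-miR-126-3p, known from endothelium, had 3 counts in replicate 3. The other arm of the same precursor, eca-miR-126-5p, had 9 counts in replicate 2. None had a count in the 5 EV-recipient chondrocyte libraries or in the control. None of them passed the abundance filter of the test between groups.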

The top three diseases and functions associated with the predicted interaction network were “endometriosis” (*p =* 2.91 × 10^−14^; 9/12 molecules involved), “benign pelvic disease” (*p =* 3.52 × 10^−13^; 10/12 molecules involved), and “pulmonary fibrosis or aplastic anemia” (*p =* 2.77 × 10^−11^; 8/12 molecules involved).

##### Unsupervised Analysis

A heatmap and principal component analysis (PCA) plots were built using reads per million (RPM) normalized and scaled miRNA reads. 

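EV-recipient synoviocytes and EV-recipient chondrocytes lay apart on PC2 (14.6% of the variance of RPM scaled to unit variance), where EV-recipient chondrocytes scored -4.15 ± 2.13 (SD, n = 5) and EV-recipient synoviocytes 6.44 ± 2.47 (SD, n = 4; exact permutation test, two-sided, p = 0.00794, the smallest that 5 against 4 allow). The control synoviocyte library scored -5.05, on the side of the EV-recipient chondrocytes. On PC1 (16.73% of the variance) the groups did not separate (exact permutation test, two-sided, p = 0.698). Over all miRNAs, 15.6% of the squared distance between the 9 labelled libraries lay between EV-recipient chondrocytes and EV-recipient synoviocytes (exact permutation test over 126 splits, p = 0.0476). Splits made at random also leave a share between their parts, so the share is to be read with its permutation p. On log2(RPM + 1) this share was 14.8% (exact permutation p = 0.159), and on that scale over the 49 miRNAs that passed the abundance filter it was 23.6% (exact permutation p = 0.0317). When each library was left out in turn, the exact permutation p over all miRNAs ran from 0.0179 to 0.196, and it was under 0.05 only without EV-recipient chondrocyte replicate 1 or EV-recipient synoviocyte replicate 4. PC1 followed the miRNA counts of the 10 libraries, correlating with their log10 (Pearson's r = 0.951, permutation p = 0.0001, and Spearman's rho = 0.964, permutation p = 0.0001). The adjusted p was 0.0002 for the Pearson tests of 2 components, and r was 0.963 without the 2 libraries farthest from the median depth. The tests on single components were not among those fixed before the data were examined. For PC2 no relation with depth was found (Pearson's r = 0.0623, permutation p = 0.862; Spearman's rho = -0.0909, permutation p = 0.812), with r at 0.229 without the 2 farthest libraries.

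**Figure D1:**
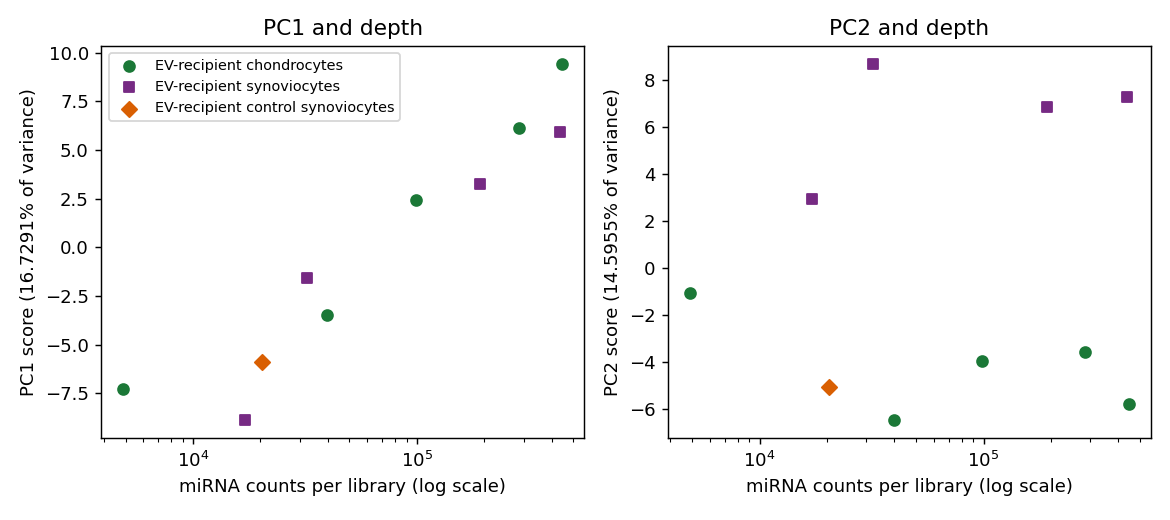
Scores on PC1 (left) and PC2 (right) against the miRNA counts of each library on a log axis, from RPM scaled to unit variance over 239 miRNAs and 10 libraries. Each point is a library. PC1 rises with depth in all groups, while on PC2 the 4 EV-recipient synoviocytes lie between 2.93 and 8.70, the 5 EV-recipient chondrocytes between -6.47 and -1.04, and the control at -5.05.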

There was a clear distinction between the miRNA expression of EV-recipient chondrocytes and synoviocytes, which was evident in both the heatmap and the PCA plots (Figure 2).

##### Differential Expression Analysis

miRNAs were filtered to remove low abundant molecules, as later detailed in the methods. 

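With a smallest library of 4891 miRNA counts, the filter described in the methods set a minimum of 2045 RPM in at least 2 of the 9 labelled libraries, and 49 of 239 miRNAs passed it. Those that did not pass included both arms of miR-140, known from cartilage, all 4 detected members of the miR-30 family, and eca-miR-146a, which is known to act on inflammatory signalling. eca-miR-30d, the most abundant of its family, stood at 648 ± 413 RPM (SD, n = 5) in EV-recipient chondrocytes and 591 ± 192 RPM (SD, n = 4) in EV-recipient synoviocytes. The family, with eca-miR-30e, eca-miR-30b and eca-miR-30c, summed to 777 ± 509 and 696 ± 146 RPM, respectively. With the same rule in at least 4 libraries 44 miRNAs passed, and with edgeR's own filter 100.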

In total, 49 miRNAs were analyzed and nine were found to be significantly differentially expressed between EV-recipient chondrocytes and synoviocytes (*p* < 0.05, Table 4). Of these, four were also differentially expressed at a false discovery rate (FDR)-adjusted *p* < 0.05.

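Of the 49 miRNAs tested, 5 were lower and 4 were higher in EV-recipient synoviocytes than in EV-recipient chondrocytes at an unadjusted p under 0.05. The largest change among those lower with counts in every library was in eca-miR-27b, at 40662 ± 8952 RPM (SD, n = 5) in EV-recipient chondrocytes and 5862 ± 2135 RPM (SD, n = 4) in EV-recipient synoviocytes. eca-miR-23b, from the same cluster, fell from 12528 ± 5366 to 3361 ± 1184 RPM. eca-miR-31 was at 2125 ± 1759.5 RPM in EV-recipient chondrocytes and had counts in only 1 of 4 EV-recipient synoviocyte libraries. eca-miR-191a (24153 ± 4953 and 13817 ± 2762 RPM) and eca-miR-199a-5p (16365 ± 4689.6 and 9863 ± 589 RPM) were also lower. Among those higher, eca-miR-143, known from mesenchymal cells, rose from 7296 ± 6194 to 38194 ± 27081 RPM. eca-miR-21 was higher by a log2 fold change of 0.76 (standard error 0.26), which was 0.50 without EV-recipient synoviocyte replicate 1. eca-miR-181a rose from 569.9 ± 561 to 2737 ± 547 RPM and eca-miR-181b from 903 ± 678 to 2594 ± 484 RPM. The log2 fold change of eca-miR-181a, 2.24, was 4.08 and 3.40 with limma on log2(RPM + 1) and log2(RPM + 10) and 3.14 with the replicate block. That block uses replicate numbers, which do not pair the libraries. eca-miR-181a had 1 and 0 counts in EV-recipient chondrocyte replicates 1 and 3. eca-miR-27b, eca-miR-21, eca-miR-181a, eca-miR-181b, eca-miR-191a and eca-miR-199a-5p did not overlap in RPM between the groups. Groups that did not overlap were seen for 8 of the 49 miRNAs, where chance gives 1.59%, or 0.778 miRNAs. Of the 10 tested miRNAs that followed, the smallest p belonged to eca-miR-99a, at 27868 ± 14679 and 12830 ± 4019 RPM, and to eca-miR-221 and eca-let-7e, with log2 fold changes of -0.57 (standard error 0.28) and 1.05 (standard error 0.54). The others were eca-miR-196b, eca-miR-27a, eca-miR-199b-3p, eca-miR-199a-3p, eca-miR-199b-5p, eca-let-7a and eca-miR-99b, and adjusted p over these 10 ran from 0.293 to 0.379 in edgeR's quasi-likelihood test. Normalizing by library size alone left 4 higher and 8 lower, and counting the control as an EV-recipient synoviocyte left 1. With spike-in counts as library size, chosen after the data were seen, none passed in edgeR, while the miRNAs called above kept their direction. The ratio of miRNA to spike-in counts spanned 175 times within EV-recipient chondrocytes and 39.3 times within EV-recipient synoviocytes. Without EV-recipient synoviocyte replicate 4 the number at an unadjusted p under 0.05 was 16. In its discussion, the paper reasons from the separation in its heatmap and PCA plots that EV content from chondrocytes and from synoviocytes can be told apart by miRNA profile.

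**Figure D2:**
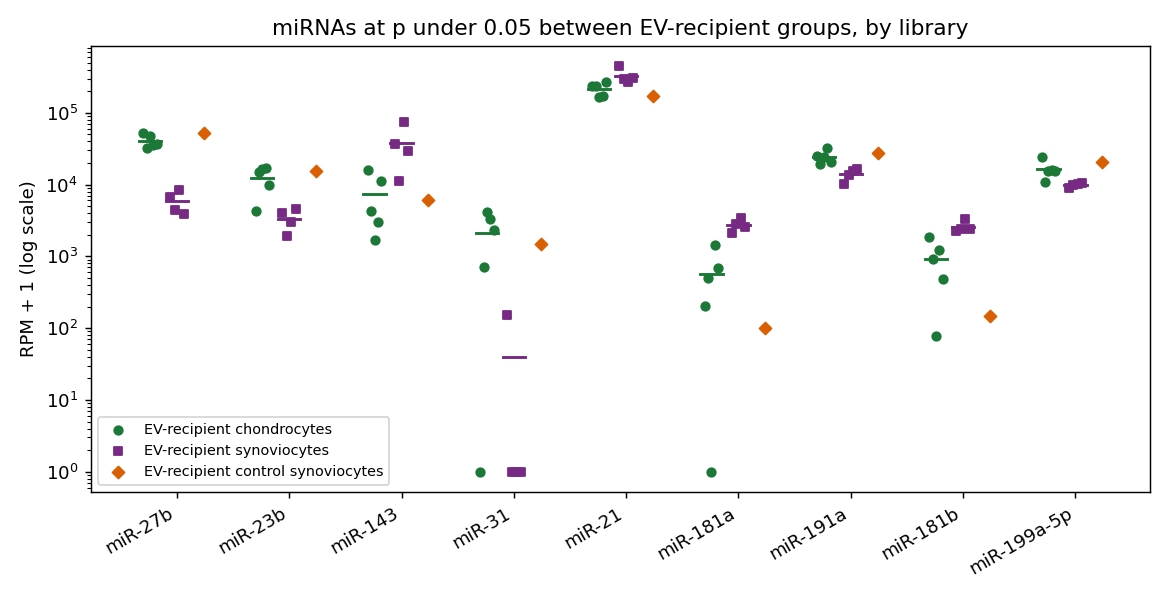
RPM + 1 on a log axis for the 9 miRNAs at an unadjusted p under 0.05. Each point is a library and each bar is the mean of a group (5 EV-recipient chondrocytes, 4 EV-recipient synoviocytes); the single control library has no bar. For eca-miR-27b the EV-recipient chondrocytes lie between 31795 and 52954 RPM and the EV-recipient synoviocytes between 3848 and 8460.1 RPM.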

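Of these 4 miRNAs, eca-miR-27b, eca-miR-31 and eca-miR-23b were lower in EV-recipient synoviocytes and eca-miR-143 was higher. eca-miR-27b had a log2 fold change of -2.62 (standard error 0.31, adjusted p = 8.24e-05 from edgeR's quasi-likelihood test), and every EV-recipient chondrocyte library lay above every EV-recipient synoviocyte library. eca-miR-23b had a log2 fold change of -1.75 (standard error 0.44, adjusted p = 0.0284 from the same test). eca-miR-143 had a log2 fold change of 2.62 (standard error 0.66, adjusted p = 0.0284) and eca-miR-31 a log2 fold change of -4.88 (standard error 1.30, adjusted p = 0.0318), both from that test. The fold of eca-miR-31 rests on few counts, since it had 67, 0, 0 and 0 counts in the EV-recipient synoviocyte libraries and none in EV-recipient chondrocyte replicate 1. It is not bounded, and was -11.27 without EV-recipient synoviocyte replicate 1 and -7.07 with limma on log2(RPM + 1). For the other 5 the adjusted p lay between 0.108 and 0.202. eca-miR-27b stayed at an adjusted p under 0.05 without any of the 9 libraries. It was then the only miRNA at that threshold without EV-recipient chondrocyte replicate 2, 3, 4 or 5 or without EV-recipient synoviocyte replicate 3, and eca-miR-27b and eca-miR-143 were left without EV-recipient synoviocyte replicate 2. eca-miR-31 also fell short without EV-recipient synoviocyte replicate 4. limma on log2(RPM + 1) also left only eca-miR-27b at that threshold, and counting the control as an EV-recipient synoviocyte left none.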

##### Target Prediction and Pathway Analysis of Differentially Expressed miRNAs

Target prediction revealed 23 experimentally observed targets for seven out of the nine differentially expressed miRNAs (Table S4). 

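Of the 9 miRNAs, those with an entry in Table S4 are eca-miR-143, eca-miR-181a, eca-miR-199a-5p, eca-miR-21, eca-miR-23b, eca-miR-27b and eca-miR-31. Their close relatives did not all pass the test, and the differences between relatives were not tested. Of the 5 members of the miR-23/27/24 clusters, eca-miR-23b and eca-miR-27b fell at an adjusted p under 0.05 and 3 did not pass. The same 2 fell when adjusted over the list alone, which adds no support since both are in Table 4. eca-miR-27a had a log2 fold change of -0.62 (standard error 0.36, adjusted p = 0.348 from edgeR's quasi-likelihood test) and eca-miR-23a a log2 fold change of -0.01 (standard error 0.30, adjusted p = 0.99 from the same test). eca-miR-23a stood at 29091 ± 8062 and 25747 ± 10496 RPM, and its sign changed with DESeq2 size factors. Both miR-181 family members tested were higher at an unadjusted p under 0.05, neither at an adjusted p under 0.05, and both when adjusted over the list alone. Both are in Table 4, chosen by the study at an unadjusted p under 0.05 on these libraries. The adjustment over these 2 therefore passes by construction and adds no support. eca-miR-181a passed an adjusted p under 0.05 with no filter on low counts (0.0256 in edgeR), a fit that gave little weight to its own spread between horses. eca-miR-181b passed it without EV-recipient chondrocyte replicate 1. Both passed it without the 2 shallowest libraries over the same 49 miRNAs, a setting chosen after the data were seen. Both lost the unadjusted call with limma on log2(RPM + 1) and with the control counted as an EV-recipient synoviocyte. eca-miR-181b also lost it without EV-recipient synoviocyte replicate 3. Both lost it with the replicate block as well, though replicate numbers do not pair the libraries. eca-miR-199b-5p had a log2 fold change of 0.98 (standard error 0.59, adjusted p = 0.348), opposite in sign to eca-miR-199a-5p. Mapping allowed 1 mismatch, and whether reads were shared between close relatives was not tested, so their separate values are uncertain.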

IPA “Core Analysis” of the combined list (interactome) of differentially expressed miRNAs and miRNA targets revealed that the two top canonical pathways associated with these molecules were “role of osteoblasts in rheumatoid arthritis signaling pathway” (*p =* 2.30 × 10^−10^; overlap 3.5% [8/228]) and “osteoarthritis pathway” (*p =* 2.64 × 10^−10^; overlap 3.4% [8/232]; Figure S3). When analyzing diseases and functions related to these molecules, 26 were related to organismal injury and abnormalities and 23 were related to inflammatory disease (Figure S3). 

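Among 14 detected miRNAs known to act on inflammatory signalling, 8 were tested. At an adjusted p under 0.05 over all 49 miRNAs, 3 were lower in EV-recipient synoviocytes (eca-miR-23b, eca-miR-27b, eca-miR-31), none was higher and 5 did not pass. When adjusted over the list alone 3 were lower and 3 were higher (both miR-181 family members and eca-miR-21). Apart from these, eca-miR-125a-5p stood at 19517 ± 6766 RPM (SD, n = 5) in EV-recipient chondrocytes and 17426 ± 5306 RPM (SD, n = 4) in EV-recipient synoviocytes, and eca-miR-125b-5p at 15944 ± 5960.2 and 18824 ± 2237 RPM. The list was fixed with Table 4 in view and shares 6 of its members with it, so its count is not independent of the study's choice.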

Pathway analysis also revealed significant links to migration of cells (*p =* 3.53 × 10^−19^), angiogenesis (*p =* 7.79 × 10^−17^), apoptosis (*p =* 1.11 × 10^−14^), cell viability of connective tissue cells (*p =* 1.28 × 10^−15^), inflammation of joints (*p =* 3.92 × 10^−13^), and rheumatoid arthritis (*p =* 9.27 × 10^−12^), among others (Figure 3).

## 3. Discussion

This study reported a novel method of tracking EV-contained miRNA cargo between joint cells in vitro, specifically the crosstalk between equine chondrocytes and synoviocytes. Using a 5-EU-labelling and affinity recovery technique, the present study tracked the EV-led delivery of miRNAs from chondrocytes to synoviocytes and vice versa. Subsequent small RNA sequencing analyses revealed that the most abundant miRNA molecules recovered from EV-recipient cells may play important roles in joint homeostasis, and that the content of EVs produced by chondrocytes differs from that of synoviocytes.

Click chemistry has been widely used as a fast and highly selective method of molecular labelling that allows for the formation of covalent links between unnatural chemical groups or amino acids to any protein sites of interest [19]. A previous study investigating the communication of prostate cancer cells and osteoblasts via EV RNA reported the use of a 5-EU-based click chemistry technique to track the transference of miRNAs from donor to recipient cells [20]. The present study used a similar technique, which comprised four main steps: firstly, EV-donor cells were incubated with 5-EU, a non-toxic, alkyne-modified analogue of uridine that is naturally incorporated into newly synthesized RNA; this step enabled the incorporation of the 5-EU label in newly formed RNA in EVs. Secondly, EVs were isolated from donor cells and incubated with recipient cells, allowing for the transference of the 5-EU-labelled RNA within the EVs. Thirdly, total RNA was isolated from the recipient cells and the 5-EU-labelled RNA was biotinylated; during this process, the alkyne-modified uridine of the 5-EU label was combined with an azide-modified biotin through a copper catalyzed click reaction creating a biotin-based handle. Lastly, the total RNA was mixed with streptavidin magnetic beads, and the 5-EU-labelled RNA was captured by the beads through the previously created biotin-based handle [21]. RNA concentrations from experimental samples were compared with unlabeled controls to confirm the success of the 5-EU-labelled RNA transfer. The mean RNA concentration of EV-recipient chondrocytes was numerically lower than that of the corresponding controls (43.1 ng/μL [*n* = 5] vs. 0.9 ng/μL [*n* = 1], respectively). Similarly, mean RNA concentration of EV-recipient synoviocytes was numerically lower than that of the corresponding controls (62.8 ng/μL [*n* = 4] vs. 1.8 ng/μL [*n* = 1], respectively). While statistical analyses between experimental and control groups were not possible due to the small sample size of the control groups, there was a clear difference between the mean values, and therefore the technique was deemed successful. This was further supported by the unsupervised analysis of miRNA sequencing data, which showed a clear distinction between the EV-recipient synoviocyte group and the EV-recipient control synoviocyte sample.

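On the miRNAs that differed between the groups, the EV-recipient control synoviocyte library had values on the side of the EV-recipient chondrocytes. eca-miR-27b was at 51746 RPM in the control, eca-miR-23b at 15347 RPM, eca-miR-31 at 1476 RPM and eca-miR-143 at 6149 RPM. eca-miR-181a and eca-miR-181b were at 98.4 and 148 RPM, from 2 and 3 counts, below all 4 labelled EV-recipient synoviocyte libraries. On all 9 miRNAs the control, which had no part in choosing them, lay nearer to the mean of EV-recipient chondrocytes than to that of EV-recipient synoviocytes on log2(RPM + 1). Its score on PC2 lay within the range of the EV-recipient chondrocytes. The 5 most abundant miRNAs of the control were those of both groups, led by eca-miR-21. Across 129 miRNAs at 5 RPM or more in at least 5 of the 10 libraries, Spearman's rho of the control was 0.784 to 0.813 with the 4 EV-recipient synoviocytes and 0.707 to 0.832 with the 5 EV-recipient chondrocytes; miRNAs are not independent replicates. Across the 49 miRNAs tested, rho was 0.777 to 0.835 with the EV-recipient synoviocytes, 0.731 with EV-recipient chondrocyte replicate 1, the shallowest library, and 0.889 to 0.923 with the other EV-recipient chondrocytes. With 1 control library there is no test of the difference between conditions.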

This study quantified EVs using nanoparticle tracking analysis and distributed them evenly across recipient cells, ensuring that flasks of recipient cells were incubated with equal volumes of EV-containing media. This resulted in EV-recipient chondrocytes being incubated with approximately 3.04 × 10^9^ synoviocyte EVs/mL media and EV-recipient synoviocytes being incubated with 7.33 × 10^9^ chondrocyte EVs/mL media. Previous studies have shown that the incorporation of EV cargo may depend on the type of recipient cells [22], and it is still unclear what the ratio of EV/target cell should be to mimic physiological conditions [23]. In some of these studies, the amount of EVs used was calculated based on their protein content and reported as the ratio of EV protein (μg) to the number of recipient cells (e.g., 0.5–50 μg/1 × 10^4^ cells) [22].

Chondrocytes have prolonged metabolic rates, which are partially explained by the lack of vascularization in cartilage and consequent deficient access to nutrients and oxygen [24,25]. There is a known relationship between the capillarity and metabolic requirements of a tissue [26]. With the synovium being highly vascularized [6], it can be assumed that the metabolic activity of synoviocytes is higher than that of chondrocytes. We hypothesized that this could have an impact on the number of EVs isolated from both cell types, as well as the volume of their cargo. This study found that that the number and size of EVs produced by chondrocytes was similar to those produced by synoviocytes. The concentration of 5-EU-labelled RNA recovered from recipient synoviocytes (corresponding to RNA derived from chondrocyte EVs; mean [SD] 62.8 [14.1] ng/μL) was significantly higher than that recovered from chondrocytes (corresponding to RNA derived from synoviocyte EVs; mean [SD] 43.1 [5.6] ng/μL; *p =* 0.016). This indicated that, on average, there was a higher concentration of labelled RNA transferred from chondrocyte-derived EVs to synoviocytes compared with the amount transferred from synoviocyte-derived EVs to chondrocytes. However, the results showed a higher number of miRNAs in synoviocyte-derived EVs compared with chondrocyte-derived EVs, as well as a higher number of miRNAs uniquely identified in synoviocyte-derived samples compared with chondrocyte-derived samples. These findings suggest that a difference in metabolic rate alone might not be a determining factor for the volume and type of EV-led communication between chondrocytes and synoviocytes. 

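The numbers of 213 and 196 miRNAs are unions over 5 and 4 libraries, respectively. Per library, 130.4 ± 48.4 miRNAs (SD, n = 5) were detected in EV-recipient chondrocytes, which had received synoviocyte-derived EVs, and 134.5 ± 37 (SD, n = 4) in EV-recipient synoviocytes, a difference within the spread between horses (exact permutation test, two-sided, p = 0.897). At an equal depth of 4891 counts the expected numbers were 91.3 ± 22.3 (SD, n = 5) and 95 ± 8.89 (SD, n = 4; exact permutation test, two-sided, p = 0.921). At 32269 counts, which leaves out EV-recipient chondrocyte replicate 1 and EV-recipient synoviocyte replicate 4, the difference between the means was 2.82 miRNAs more in EV-recipient chondrocytes (exact permutation test, two-sided, p = 0.657). Leaving out those 2 libraries, as chosen after the data were seen, gave 1.64 miRNAs more at 4891 counts as well. When all 9 libraries were thinned to 4891 counts, the median of 100 draws was 145 miRNAs in EV-recipient chondrocytes and 133 in EV-recipient synoviocytes, with 31 and 20 found only in the respective group. The groups still differ by 1 library in these unions.

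**Figure D3:**
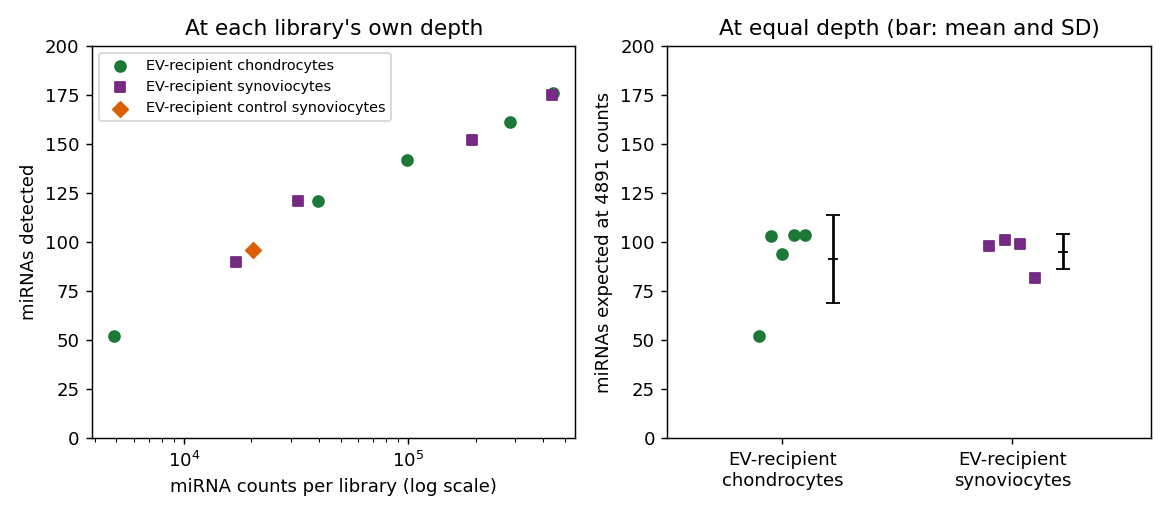
Left, miRNAs detected in each library against its miRNA counts on a log axis. Right, miRNAs expected in each labelled library at 4891 counts, with the mean and SD of each group. Each point is a library, and libraries of both groups with similar counts hold similar numbers of miRNAs, as at 39689 and 32269 counts with 121 miRNAs each.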

Of note, the cell type, cell density, growth medium, and EU concentration might influence the label uptake [21], and future studies may benefit from optimizing assay conditions.

Using small RNA sequencing, this study found a wide variety of small RNA molecules in chondrocyte and synoviocyte-derived EVs, which is in accordance with previous studies [27,28]. Of note, most samples in this study presented a combined unclassified and unmapped genomic percentage of over 50%. “Unclassified” indicates reads that were mapped against the genome but were not found in any of the RNA specific databases, while “unmapped” refers to reads that could not be found in the given reference genome. Even with improvements in computational assembly techniques that have contributed to the refinement of the reference genome for the domestic horse [29], annotation of the equine genome still falls short of the level observed in the human genome, and it is reasonable to expect a higher percentage of unmapped reads. Additionally, the samples used in this study had low RNA content and relatively low complexity. Considering that a low amount of starting material can lead to increased technical noise [30], this might have led to an increased presence of unclassified reads in our sequencing data.

The five most abundant miRNAs were the same for chondrocyte- and synoviocyte-derived EVs and included eca-miR-21, eca-miR-221, eca-miR-222, eca-miR-100, and eca-miR-26a. 

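These 5 miRNAs took 50.8% ± 3.76 of the miRNA counts (SD, n = 5) in EV-recipient chondrocytes and 54.5% ± 4.46 (SD, n = 4) in EV-recipient synoviocytes. In the unlabelled control they took 45.8%. The most abundant miRNA alone held between 16.7% and 44.5% of the counts of a library.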

Previous studies have demonstrated that miR-21, miR-221, and miR-222 are mechanically regulated miRNAs that affect joint homeostasis by regulating load-induced cartilage behavior in healthy and diseased joints [31]. A study investigating the mechano-regulation of miRNAs in bovine articular cartilage reported a significant increase in the expression levels of miR-21, miR-221, and miR-222 in ex vivo cartilage explants that were subjected to increasing load magnitude, as well as in in vivo cartilage exposed to abnormal loading [31]. Similarly, a miRNA microarray analysis of bovine articular cartilage found miR-221 and miR-222 to be upregulated in the anterior weight-bearing articular area of femoral cartilage compared with the posterior non-weight-bearing area in healthy juvenile animals [32]. Additionally, EV-mediated transfer of miR-221-3p between chondrocytes and osteoblasts was shown to have a mechanosensitive function inside cartilage in physiological conditions in an in vitro mice model [33]. It was theorized that, when affected by mechanical loading, chondrocytes secrete EVs that contain miR-221-3p, which can be taken up via the microchannel network of the subchondral bone and inhibit osteoblastic function [33]. Studies investigating the expression and function of miRNAs in OA reported that miR-222 was downregulated in OA chondrocytes [34], and that downregulation of miR-221-3p contributed to cartilage degradation in IL-1β-treated chondrocytes [35], further confirming the regulatory functions of these miRNAs in joints. Together with these findings, our results suggest that EV-led distribution of eca-miR-21, eca-miR-221, and eca-miR-222 may play an important role in maintaining homeostasis in healthy equine joints by conferring the necessary mechanisms for appropriate biomechanical responses to joint loading. 

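Of these 3 miRNAs, eca-miR-21 was higher in EV-recipient synoviocytes at an unadjusted p under 0.05, with an adjusted p of 0.108 from edgeR's quasi-likelihood test. With DESeq2 and, in edgeR, with no filter on low counts (adjusted p = 0.00532) it also passed an adjusted p under 0.05. The fit with no filter gave little weight to each miRNA's own spread between horses. eca-miR-21 lost the unadjusted call with the control counted as an EV-recipient synoviocyte. Its log2 fold change was 0.50 without EV-recipient synoviocyte replicate 1. eca-miR-221 had an adjusted p of 0.293 and a negative fold change, and did not overlap in RPM between the groups. Its unadjusted p fell below 0.05 in limma, when normalizing by library size alone, with edgeR's own filter or none, and without EV-recipient synoviocyte replicate 4. eca-miR-222 had a log2 fold change of -0.25 (standard error 0.31, adjusted p = 0.648 from the same test). In the control eca-miR-21 was at 173979 RPM, eca-miR-221 at 95573 RPM and eca-miR-222 at 73094 RPM.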

The results of the present study also suggest that both chondrocytes and synoviocytes contribute to the regulation of these mechanisms. Notably, miR-21 has been identified in SF EVs in a post-traumatic equine model of OA and was upregulated in OA SF at 10 days post-induction compared with baseline [36].

A study investigating the role of infrapatellar fat pad mesenchymal stem cell-derived exosomes in OA found that miR-100-5p-abundant exosomes protected articular cartilage and ameliorated gait abnormalities [37]. Additionally, overexpression of miR-26a by intraarticular injection significantly attenuated OA progression in mice [38]. In the present study, miR-100 and miR-26a were highly abundant in chondrocyte- and synoviocyte-derived EVs, suggesting that EV-led communication of miR-100 and miR-26a may be implicated in chondroprotective functions in healthy equine joints.

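eca-miR-100 had a log2 fold change of -0.30 (standard error 0.24, adjusted p = 0.483 from edgeR's quasi-likelihood test) between the groups, and eca-miR-26a a log2 fold change of 0.18 (standard error 0.21, adjusted p = 0.648 from the same test). In the control, eca-miR-100 was at 62371 RPM and eca-miR-26a at 53419 RPM.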

Despite some commonalities, unsupervised analysis of miRNA sequencing data showed a clear separation between chondrocyte- and synoviocyte-derived EV content, demonstrating that these samples can be differentiated based on miRNA expression profiles. 

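Rank correlations across the 129 more abundant miRNAs overlapped between and within groups. Spearman's rho was 0.852 on average (range 0.747 to 0.942) over the 10 pairs of EV-recipient chondrocyte libraries and 0.87 (range 0.803 to 0.938) over the 6 pairs of EV-recipient synoviocyte libraries. Over the 20 pairs with a library from each group it was 0.819 (range 0.727 to 0.904). These values are across miRNAs, which are not independent replicates.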

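Of the miRNAs counted only in EV-recipient chondrocytes, which had received synoviocyte-derived EVs, 2 were seen in 3 or more of the 5 libraries, namely eca-miR-122 and eca-miR-449a. 7 rested on 1 count, and 2, among them eca-miR-449a, were also counted in the unlabelled control. Leaving out each library in turn moved the number between 27 and 64, with the lowest value without EV-recipient chondrocyte replicate 2, the deepest library of that group, and the highest without EV-recipient synoviocyte replicate 1, the deepest of the other.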

Results showed 43 miRNAs that were specific to synoviocyte-derived EVs. Using the miRNA target prediction function in IPA v23.0, this study found 36 experimentally observed targets that were significantly linked to the proliferation of connective tissues as well as the development of vasculature and angiogenesis. Angiogenesis is a fundamental process for growth and for tissue repair after injury [39]. This dynamic process is finely tuned by the interplay of proangiogenic and antiangiogenic factors, and a disruption of such mechanisms can lead to pathological neovascularization of tissues [40].

While the synovium is highly vascular, vascular proliferation is not a feature of the normal joint and is generally associated with inflammation [39]. In fact, angiogenesis and inflammation are closely integrated processes that contribute to the development of OA [40]. Therefore, regulation of angiogenesis helps maintain appropriate tissue structure and function [39]. The transfer of EVs containing miRNAs that target proteins involved in angiogenesis could help regulate angiogenic processes, allowing the joint to respond to microtrauma while preventing OA development or other joint alterations.

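Among 26 detected miRNAs known to act on angiogenesis in either direction, 11 were tested. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3 were lower in EV-recipient synoviocytes than in EV-recipient chondrocytes (eca-miR-27b, eca-miR-23b and eca-miR-31), none was higher and 8 did not pass, with the same count when adjusted over the list alone. Those 3 are also in Table 4, whose values had been seen when the list was fixed, so the adjustment over the list alone adds no support. In this part of its discussion the paper reasons from targets of the miRNAs found only in EV-recipient chondrocytes, not from this list. The most abundant members were eca-miR-221 and eca-miR-222, neither of which passed, followed by eca-miR-23a and eca-miR-27b. Together the 26 made up 334869 ± 52698 RPM (SD, n = 5) in EV-recipient chondrocytes, 218634 ± 63394 RPM (SD, n = 4) in EV-recipient synoviocytes and 327349 RPM in the unlabelled control. These sums were not tested between groups. Without EV-recipient chondrocyte replicate 2, 3, 4 or 5 or EV-recipient synoviocyte replicate 2 or 3, only eca-miR-27b of the 3 kept an adjusted p under 0.05, and eca-miR-31 lost it without EV-recipient synoviocyte replicate 4.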

The present study found that EVs derived from synoviocytes had an increased expression of miRNAs that regulate angiogenesis and other proliferative processes compared with EVs derived from chondrocytes. Because chondrocytes can induce vascular invasion of the subchondral bone through the production of angiogenic factors such as vascular endothelial growth factor (VEGF) [41], it is possible that EV-led communication of these specific miRNAs from synoviocytes to chondrocytes is an important mechanism for regulating angiogenic homeostasis in the joint. The sources of angiogenic signals to the subchondral bone are not yet understood [42], and it is plausible that synoviocyte-derived EVs may participate in this process.

The present study found 26 miRNAs that were specific to chondrocyte-derived EVs. 

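Of the miRNAs counted only in EV-recipient synoviocytes, which had received chondrocyte-derived EVs, 2 were seen in 2 libraries and none in 3 or more. 23 had fewer than 10 counts in all and 1 was also counted in the unlabelled control. The number moved between 16 and 34 when each library was left out in turn, and it fell to 16 without EV-recipient synoviocyte replicate 1 and without replicate 2.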

IPA indicated that there were nine experimentally observed targets, including insulin receptor substrate 1 (IRS1), vascular cell adhesion molecule 1 (VCAM1), and VEGFA. Analysis of the top 10 predicted functions and diseases associated with the target mRNAs revealed processes somewhat irrelevant to joint homeostasis, such as endometriosis and benign pelvic disease. This was probably due to the small list of miRNAs used as input, as well as the stringent filters applied. Still, all experimentally observed targets had been previously shown to influence joint homeostasis to some degree. For example, IRS1 is important for bone turnover [43], while VCAM is important in leukocyte trafficking in the synovium [44]. VEGFA is a chondrocyte survival factor during development, and it is crucial for bone formation and skeletal growth in early postnatal life [45]. Additionally, VEGFA is increased in OA joints and synovial levels of this molecule significantly correlate with clinical manifestations, functional impact, and radiological changes in knee OA [46]. These examples support the hypothesis that the differentially expressed miRNAs found in this study are involved in processes of joint homeostasis and/or disease.

Equine models are often used in translational studies of OA to aid the investigation of disease pathways and potential therapeutic candidates due to similarities in disease pathogenesis, clinical presentation, and pathological changes between horses and humans [47,48]. In the field of EVs specifically, current literature suggests that horses provide a suitable model to investigate the diagnostic and therapeutic potential of EVs in OA [49,50]. The present study was the first to report a technique that allows for the investigation of the EV-led miRNA crosstalk between chondrocytes and synoviocytes in equine cells, and no studies of a similar nature have been reported in humans. While further research is needed to ascertain the reproducibility of this technique in human joint cells, the results of this study support the hypothesis that EV-RNA cargo is a mediator of joint homeostasis and disease.

This study had some limitations. Owing to constraints in acquiring fresh equine tissues and technical difficulties in culturing primary cells, sample availability was limited, which led to a relatively small sample size and may have affected the statistical power of the analyses. Additionally, the presence of EV surface markers was not investigated, and morphological evaluation was not performed, meaning that EVs were not fully characterized; however, the current unavailability of validated equine antibodies represents a significant obstacle in the characterization of equine EVs [51]. While EV-led RNA transfer was successful in this study, the uptake of EV cargo does not necessarily equate to functionality. Future studies may benefit from including functional tests to confirm the active incorporation of transferred molecules into recipient cells—for example, by assessing the expression of target genes or proteins by reverse transcription quantitative polymerase chain reaction or Western blot.

## 4. Materials and Methods

All materials and reagents used in this experiment were from ThermoFisher Scientific, Paisley, UK, unless otherwise specified. An overview of the experimental protocol is shown in Figure 4.

### 4.1. Tissue Collection

Equine distal limbs were obtained from the abattoir as a by-product of the agricultural industry. The Animal (Scientific procedures) Act 1986, Schedule 2, does not define collection from these sources as scientific procedures, and ethical approval was therefore not required. The MCP joints were aseptically dissected, photographed, and scored by three independent researchers using the Osteoarthritis Research Society International equine macroscopic grading system [14]. The final joint macroscopic score was an average of the scores obtained by the three researchers. Horses were selected for inclusion based on a joint macroscopic score of <3 and an age of <15 years old.

### 4.2. Isolation of Primary Chondrocytes and Synoviocytes

Equine chondrocytes and synoviocytes were isolated as previously described [52,53]. Briefly, the MCP joints were aseptically dissected, and multiple pieces of cartilage (from the metacarpus, proximal phalanx, and sesamoids) and synovium were collected. Tissues were transferred to a class II laminar flow hood, cut into 1–3 mm pieces, and digested overnight using a collagenase type II solution (Worthington Biochemicals, Lakewood, NJ, USA). Once strained and washed, the cells were cultured in monolayer at a density of 20,000 cells/cm^2^ with complete media (Dulbecco’s Modified Eagle Medium [DMEM] supplemented with 10% fetal bovine serum [FBS], 1% penicillin–streptomycin [Pen/Strep], and 0.2% amphotericin B), and incubated at 37 °C. Chondrocytes were incubated in hypoxic conditions (5% O_2_ and 5% CO_2_) and synoviocytes were incubated in normoxic conditions (25% O_2_ and 5% CO_2_). Complete media changes were carried out every two days until the cells reached 80% confluence. The cells were stored in liquid nitrogen until further use.

### 4.3. EV-Donor Cell Set Up and RNA Labelling

EV-donor cells were thawed, cultured in T175 flasks with complete media at a density of 20,000 cells/cm^2^, and used at passage 1 (P1). Complete media changes were performed every two days until the cells reached 50–60% confluency. The flasks were then washed thrice with sterile phosphate buffered saline (PBS) and incubated with 20 mL of EV media (phenol red-free DMEM supplemented with 1% Pen/Strep, 0.2% amphotericin B, and 1% L-glutamate), with the addition of 5-EU at 1 μL/mL. Four controls (chondrocyte, *n* = 2; synoviocyte, *n* = 2) were cultured in parallel in EV media with no added label. Cells were incubated for 48 h, after which the cell culture media was collected from each flask and stored in the fridge until further processing. The 5-EU treatment was repeated, and a second batch of media was collected after 48 h.

### 4.4. EV Isolation and Characterization

Culture media batches were pre-processed using sequential centrifugation (300× *g* for 10 min, 2000× *g* for 10 min, and 10,000× *g* for 30 min). The resulting supernatant was concentrated down to approximately 400 μL using a 20 mL Vivaspin column (Sartorius, Göttingen, Germany). Samples were transferred to a class II laminar flow hood, and EVs were isolated through size exclusion chromatography using an IZON qEV concentration kit with qEV single columns (IZON, Lyon, France). Firstly, the qEV single columns were flushed with filtered sterile PBS. Then, 150 μL of sample was added to the column, followed by 1 mL of filtered PBS. The first five 200 μL fractions that flowed through the column were discarded, and an additional 1 mL of filtered PBS was added. The following five 200 μL fractions (containing EVs) were collected.

For size analysis and quantitation, 100 μL were aliquoted from each EV sample and subsequently diluted 1:10 in filtered PBS. Diluted samples were characterized using the NanoSight NS300 (Malvern Panalytical, Great Malvern, UK), which was run at 25 °C, with the camera level, slider shutter, and slider gain set at 10, 696, and 73, respectively. Three 60 s-long videos were recorded for each sample, and the results were averaged. For image analysis, the detection threshold was set at 5. Data analysis was performed using NTA 3.4 software (Malvern Panalytical, Malvern, UK).

### 4.5. EV-Recipient Cell Setup and EV Incubation

EV-recipient cells were thawed, cultured in T75 flasks with complete media at a density of 20,000 cells/cm^2^, and used at P2. Complete media changes were performed every two days until the cells reached 40–50% confluency. Once confluent, the flasks were washed thrice with sterile PBS. Chondrocyte-derived EVs were pooled together and distributed among the EV-recipient synoviocyte flasks in equal volumes. Similarly, synoviocyte-derived EVs were pooled together and evenly split among EV-recipient chondrocyte flasks. Finally, control recipient chondrocytes (*n* = 1) were incubated with EVs derived from control donor synoviocytes, and control recipient synoviocytes (*n* = 1) were incubated with EVs from control donor chondrocytes. All cells were incubated with EVs for 24 h. After this period, cells were trypsinized and kept in TRIzol until further processing.

### 4.6. RNA Extraction

Total RNA was extracted from EV-recipient cells using the miRNeasy^®^ Serum/Plasma Advanced kit (Qiagen, Manchester, UK) following the manufacturer’s protocol, with the recommended adaptations according to an input volume of 500 μL. RNA was eluted in 18 μL of RNAse-free water.

### 4.7. Biotinylation of RNA and RNA Capture

5-EU-labelled RNA was recovered from total RNA samples using the Click-iT^®^ Nascent RNA Capture Kit (ThermoFisher Scientific, Paisley, UK), following the manufacturer’s protocol with small adjustments. Briefly, a master mix containing Click-iT^®^ reaction buffers, copper sulphate (component D), and biotin azide (component C) was incubated with total RNA to form a click reaction. To precipitate the RNA, a solution containing ultrapure glycogen, ammonium acetate, and chilled absolute ethanol was added to the click reaction. The samples were incubated at −80 °C overnight and centrifuged at 13,000× *g* for 20 min at 4 °C. After discarding the supernatant, 75% ethanol was added to the RNA pellet, and the samples were centrifuged again at 13,000× *g* for 5 min. The ethanol was removed and the pellets were allowed to air dry.

The pellet was resuspended in 20 μL of Ultra-Pure™ DNase/RNase-free distilled water and incubated with the kit’s RNA-binding reaction mix at 69 °C for 5 min. A total of 25 μL of Dynabeads^®^ MyOne™ Streptavidin T1 (ThermoFisher Scientific, Paisley, UK) was added to the RNA solution and incubated for an additional 30 min at room temperature. Finally, the beads were immobilized using a magnetic stand and washed multiple times with the kit’s reaction buffers. The beads were resuspended in 25 μL of Reaction Wash Buffer 2. One μL of the resuspended bead solution was used for RNA quantification using the NanoDrop 8000 (ThermoFisher Scientific, Paisley, UK).

To precipitate the RNA from the beads, the samples were resuspended in 10 mM tris-hydrochloride and incubated at 70 °C for 5 min. The beads were separated from the solution using a magnetic rack. The precipitation step described above was repeated. The dry pellet was resuspended in 35 μL of RNAse-free distilled water.

### 4.8. Small RNA Sequencing

In brief, 8.5 μL of RNA was used as an input for small RNA sequencing library preparation. One μL of miND^®^ spike-in standards (TAmiRNA GmbH, Vienna, Austria) was added to each sample prior to small RNA library preparation using the RealSeq Biofluids library preparation kit (RealSeq Biosciences, Santa Cruz, CA, USA). Adapter-ligated libraries were amplified with 25–28 PCR cycles using barcoded Illumina reverse primers in combination with the Illumina forward primer (Illumina, San Diego, CA, USA). Library quality control was performed using DNA1000 Chip (Agilent, Santa Clara, CA, USA). An equimolar pool consisting of all sequencing libraries was prepared and sequenced on an Illumina Novaseq (Illumina, CA, USA) with 100 bp single end reads.

### 4.9. Data Analysis

The horses’ demographics, EV characteristics, and RNA concentration were analyzed descriptively and compared between groups (chondrocytes vs. synoviocytes). Data were tested for normality of distribution and statistical tests were selected for the specific data types, as appropriate; all tests were performed using GraphPad Prism version 8.0 for Windows, with significance set at a *p*-value of 0.05.

#### 4.9.1. Small RNA Sequencing Analysis

Data were processed using the miND pipeline and adapted to equine samples [54,55]. Briefly, the overall quality of the next-generation sequencing data was evaluated automatically and manually with fastQC v0.11.9 [56] and multiQC v1.10 [57]. Reads from all quality samples were adapter-trimmed and quality-filtered using cutadapt v3.3 [58] and filtered for a minimum length of 17 nucleotides. Mapping steps were performed with Bowtie v1.3.0 [59] and miRDeep2 v2.0.1.2 [60]. Reads were mapped against the genomic reference EquCab.3.0 provided by Ensembl (Cambridge, UK) [61], allowing for two mismatches, and subsequently against miRBase v22.1 [62], then filtered for miRNAs of eca only, allowing for one mismatch. For a general RNA composition overview, non-miRNA mapped reads were mapped against RNAcentral [63] and then assigned to various RNA species of interest. Statistical analysis of pre-processed sequencing data was undertaken with R v4.0 and the packages pheatmap v1.0.12, pcaMethods v1.82, and genefilter v1.72 to generate heatmaps. Differential expression analysis with edgeR v3.32 [64] used the quasi-likelihood negative binomial generalized log-linear model functions provided by the package. The independent filtering method of DESeq2 [65] was adapted for use with edgeR to remove low abundant miRNAs (defined as RPM values that are lower than 10 divided by the smallest library size in at least half the number of samples of the smaller group) and thus optimize FDR correction.

#### 4.9.2. Target Prediction and Pathway Analysis

Prediction of functional targets for the groups of miRNAs determined by small RNA sequencing analysis to be (1) uniquely expressed in chondrocytes, (2) uniquely expressed in synoviocytes, and (3) differentially expressed (*p* < 0.05) between chondrocytes and synoviocytes was carried out using IPA v23.0 (Qiagen, Manchester, UK). Each equine miRNA was matched to its human equivalent using miRbase, and the corresponding miRbase IDs were input into IPA as identifiers. Of note, there was no filtering step prior to inputting miRNA data into IPA. Data were then analyzed using the “Target Prediction” function in IPA, and the results were filtered for experimentally observed targets in the tissue type “cartilage” and the cell types “chondrocytes” and “osteoblasts”. The interactions between miRNAs and their predicted mRNA targets were displayed as networks using the “Path Designer” tool. Additionally, the “Grow—Diseases & Functions” function was used to assess the top 10 predicted diseases and functions associated with each of the predicted networks.

Once mRNA target prediction was completed, the list of differentially expressed miRNAs (along with their expression values [log fold change] and significance levels obtained by small RNA sequencing) was combined with the list of predicted mRNAs and input back into IPA. Data were analyzed using the “Core Analysis” function, which calculates the *p*-value of overlap between the molecules in the dataset with the disease and functions contained in the Ingenuity Knowledge Base using a right-tailed Fisher’s exact test. This analysis also uses an algorithm to generate a network of canonical pathways, biological functions, diseases, and network-eligible molecules based on their connectivity. The results were filtered for experimentally observed associations only. The interaction networks were visualized using the “Path Designer” function.

## 5. Conclusions

Understanding the intricate crosstalk between chondrocytes and synoviocytes is crucial to better comprehend the mechanisms underlying joint health and disease. This proof-of-concept study reported a novel method of tracking EV-contained miRNA cargo between joint cells—specifically, the crosstalk between equine chondrocytes and synoviocytes. Through a sequencing analysis of the EV content, a list of highly abundant miRNAs in EVs that were common for chondrocytes and synoviocytes and appeared to be related to joint homeostasis were found. There were nine differentially expressed miRNAs that appear to be related to cell viability and inflammation. While further studies are needed to confirm the active incorporation of these EV-transferred miRNAs and explore the subsequent biological response, the results of this study support the hypothesis that EV-RNA cargo is a mediator of joint homeostasis and disease.

## Figures and Tables

**Figure 1:**
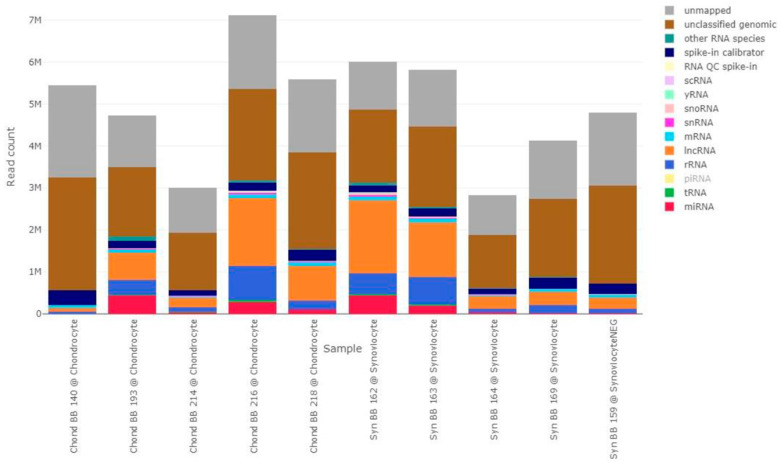
Absolute read composition of all samples, stratified by RNA type. Different colors represent different RNA types, as indicated in the figure label. Labels with lower opacity correspond to RNA types that were not identified in this dataset (piRNA). The bars represent the different samples, with the sample ID and group indicated below each bar. “Chond” refers to 5-EU-labelled RNA isolated from EV-recipient chondrocytes. “Syn” refers to 5-EU-labelled RNA isolated from EV-recipient synoviocytes. lncRNA, long non-coding RNA; miRNA, microRNA; mRNA, messenger RNA; piRNA, piwi interfering RNA; QC, quality control; rRNA, ribosomal RNA; scRNA, small conditional RNA; snRNA, small nuclear RNA; snoRNA, small nucleolar RNA; tRNA, transfer RNA.2.4.2. EV-Transferred miRNAs.

**Figure 2:**
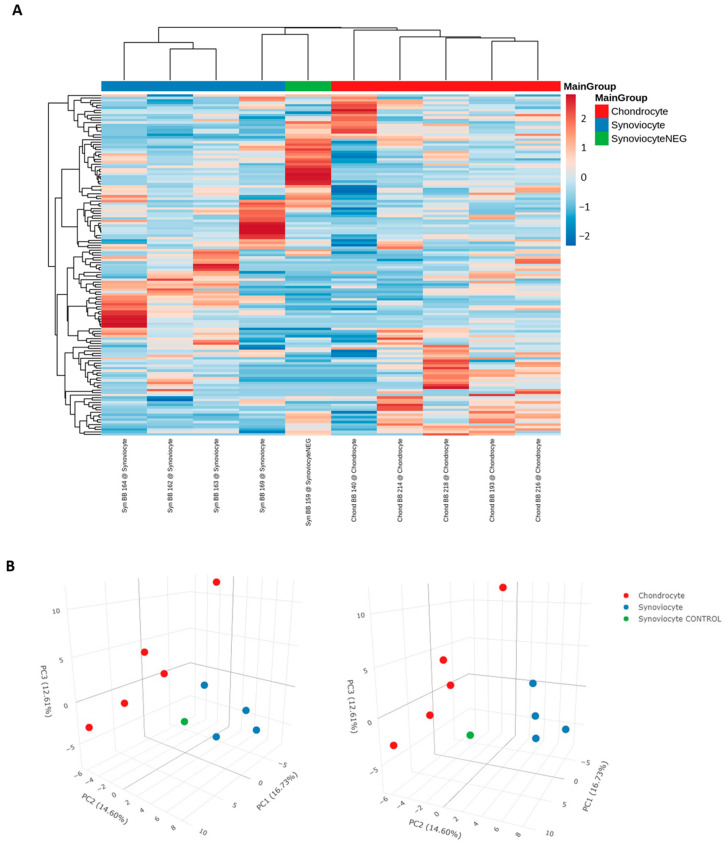
(**A**) Heatmap and (**B**) PCA plot of normalized and scaled miRNA reads. Scaling of data for the heatmap was undertaken using the unit variance method for visualization in heatmaps and filtered to show a minimum of 5 RPM in at least 50% of samples. Each column represents a sample, each row represents a miRNA, and the color intensity of each cell corresponds to the miRNA expression in a given sample. For the PCA plot, reads were normalized as RPM and scaled using unit variance, and principal components were calculated using singular value decomposition with imputation. Colors represent the different sample types, as shown in the figure label. “Synoviocyte” refers to labelled RNA isolated from EV-recipient synoviocytes. “Chondrocyte” refers to labelled RNA isolated from EV-recipient chondrocytes. “SynoviocyteNEG” and “Synoviocyte CONTROL” refer to the EV-recipient control synoviocyte sample.

**Figure 3:**
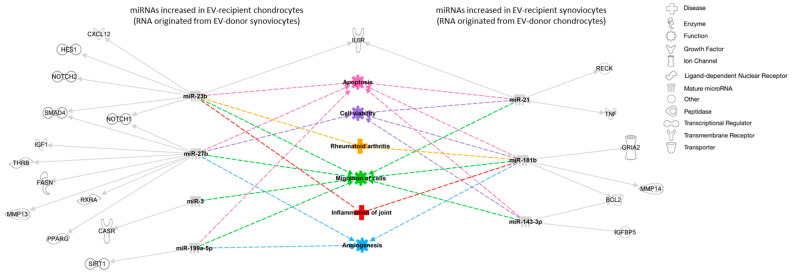
Interaction network of miRNA targets, diseases, and functions predicted to be associated with the differentially expressed miRNAs between EV-recipient chondrocytes and synoviocytes. miRNAs are represented in gray, experimentally predicted targets are represented in white, and predicted cellular functions and diseases are represented in different colors. Solid arrows represent direct relationships, and dashed arrows represent predicted diseases and functions associated with the different molecules. BCL2, B-cell lymphoma 2 apoptosis regulator; CASR, calcium-sensing receptor; CXCL12, C-X-C motif chemokine ligand 12; FASN, fatty acid synthase; GRIA2, glutamate ionotropic receptor AMPA type subunit 2; HES1, hes family bHLH transcription factor 1; IGF1, insulin-like growth factor 1; IGFBP5, insulin-like growth factor-binding protein 5; IL6R, interleukin 6 receptor; MMP, matrix metalloproteinase; NOTCH, notch receptor; PPARG, peroxisome proliferator-activated receptor gamma; RECK, reversion-inducing cysteine-rich protein with Kazal motifs; RXRA, retinoid X receptor alpha; SIRT1, sirtuin 1; SMAD4, mothers against decapentaplegic homolog 4; THRB, thyroid hormone receptor beta; TNF, tumor necrosis factor.

**Figure 4:**
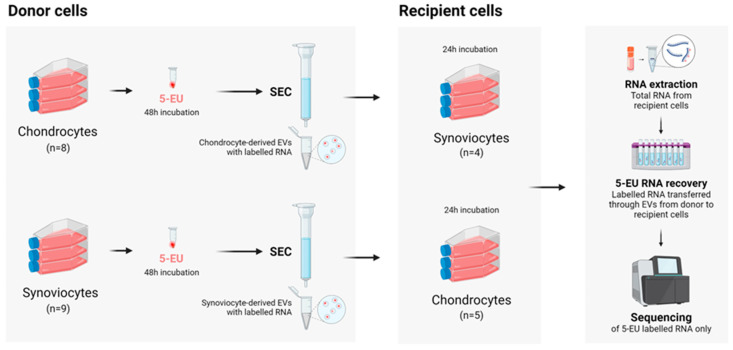
Overview of the experimental protocol. Figure created with BioRender.com (www.biorender.com [accessed on 1 January 2024]). SEC, size exclusion chromatography.

**Table 1:** Demographics of EV-donor and -recipient cells, stratified by cell type.

Characteristics	EV-Donor Cells		EV-Recipient Cells	
	Chondrocytes (*N* = 8)	Synoviocytes (*N* = 9)	Chondrocytes (*N* = 5)	Synoviocytes (*N* = 4)
Age, years				
Mean (SD)	6.1 (2.6)	5.8 (2.3)	6.2 (4.4)	5.5 (2.1)
95% CI	4.0–8.3	4.0–7.5	0.7–11.7	2.2–8.8
Min; Max	3; 10	3; 10	3; 14	3; 8
*p*-value	0.899 ^1^		0.810 ^1^	
Sex, *n* (%)				
Female	3 (60.0) ^2^	5 (62.5) ^3^	0 (0.0) ^4^	3 (75.0)
Male	2 (40.0) ^2^	3 (37.5) ^3^	1 (100.0) ^4^	1 (25.0)
*p*-value	0.928 ^5^		–	
Joint macroscopic score (0–9) ^6^, *n* (%)				
Scores				
0	3 (37.5)	2 (22.2)	1 (20.0)	0 (0.0)
1	4 (50.0)	1 (11.1)	0 (0.0)	1 (25.0)
2	1 (12.5)	5 (55.6)	1 (20.0)	2 (50.0)
3	0 (0.0)	1 (11.1)	3 (60.0)	1 (25.0)
≥4	0 (0.0)	0 (0.0)	0 (0.0)	0 (0.0)
Mean (SD)	0.8 (0.7)	1.6 (1.0)	2.2 (1.3)	2.0 (0.8)
95% CI	0.2–1.3	0.8–2.3	0.6–3.8	0.7–3.3
Min; Max	0; 2	0; 3	0; 3	1; 3
*p*-value	0.092 ^7^		0.635 ^1^	

^1^ Calculated using a Mann–Whitney U test. ^2^ *n1* = 5. ^3^ *n1* = 8. ^4^ *n1* = 1. ^5^ Calculated using a Chi-squared test. ^6^ Average of the scores obtained by three independent researchers using the Osteoarthritis Research Society International scoring system [18]. ^7^ Calculated using an unpaired *t*-test.CI confidence interval; Max, maximum; Min, minimum; n, number of horses included in a given category; N, number of horses included in the analysis set; N1, number of horses with available information in a given category; SD, standard deviation.

**Table 2:** Size analysis and quantitation of EVs, stratified by EV-donor cell type.

EV Characteristics	Chondrocytes (*N* = 8)	Synoviocytes (*N* = 9)
EV concentration, particles/mL		
Mean (SD)	1.7 × 10^9^ (1.0 × 10^9^)	8.2 × 10^8^ (9.6 × 10^8^)
95% CI	8.5 × 10^8^–1.5 × 10^9^	5.3 × 10^8^–1.1 × 10^9^
Min; Max	7.7 × 10^7^; 3.0 × 10^9^	7.9 × 10^7^; 2.6 × 10^9^
*p*-value	0.115 ^1^	
EV size, nm		
Mean (SD)	186.3 (92.8)	190.6 (71.7)
95% CI	157.2–215.4	168.9–212.3
Min; Max	133.0; 274.8	136.3; 292.5
*p*-value	0.815 ^1^	

^1^ Calculated using an unpaired *t*-test.

**Table 3:** Quantitation of 5-EU-labelled RNA recaptured from experimental and control samples, stratified by EV-recipient cell type.

5-EU-Labelled RNA	Experimental Samples		Control Samples	
	EV-Recipient Chondrocytes (*N* = 5)	EV-Recipient Synoviocytes (*N* = 4)	EV-Recipient Chondrocytes (*N* = 1)	EV-Recipient Synoviocytes (*N* = 1)
RNA concentration, ng/µL				
Mean (SD)	43.1 (5.6)	62.8 (14.1)	0.9 (0.0)	1.8 (0.0)
95% CI	36.2–50.0	40.5–85.2	–	–
Min; Max	33.6; 48.4	54.9; 83.9	–	–
*p*-value	0.016 ^1^		–	

^1^ Calculated using a Mann–Whitney U test. 5-EU, 5-ethynyl uridine.

**Table 4:** Differentially expressed miRNAs between EV-recipient chondrocytes and synoviocytes.

miRNA	logFC	*p*-Value	FDR	Significance
eca-miR-27b	−2.6	<0.001	<0.001	Increased in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes)
eca-miR-23b	−1.7	0.002	0.033	Increased in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes)
eca-miR-143	2.6	0.002	0.033	Increased in EV-recipient synoviocytes RNA originated from EV-donor chondrocytes)
eca-miR-31	−4.9	0.003	0.033	Increased in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes)
eca-miR-21	0.8	0.013	0.110	Increased in EV-recipient synoviocytes (RNA originated from EV-donor chondrocytes)
eca-miR-181a	2.2	0.015	0.110	Increased in EV-recipient synoviocytes (RNA originated from EV-donor chondrocytes)
eca-miR-191a	−0.6	0.016	0.110	Increased in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes)
eca-miR-181b	1.8	0.018	0.110	Increased in EV-recipient synoviocyte (RNA originated from EV-donor chondrocytes)
eca-miR-199a-5p	−0.6	0.027	0.145	Increased in EV-recipient chondrocytes (RNA originated from EV-donor synoviocytes)

FDR, false discovery rate; logFC, log fold change.

## Data Availability

Data have been submitted to NCBI GEO (GSE292875).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms26073353/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

5-EU	5-Ethynyl uridine
BCL2	B-cell lymphoma 2 apoptosis regulator
CASR	Calcium-sensing receptor
CI	Confidence interval
CXCL12	C-X-C motif chemokine ligand 12
DMEM	Dulbecco’s Modified Eagle Medium
ECM	Extracellular matrix
EV	Extracellular vesicle
FASN	Fatty acid synthase
FBS	Fetal bovine serum
FDR	False discovery rate
GRIA2	Glutamate ionotropic receptor AMPA-type subunit 2
HES1	Hes family bHLH transcription factor 1
IGF1	Insulin-like growth factor 1
IGFBP5	Insulin-like growth factor-binding protein 5
IL	Interleukin
IL6R	Interleukin 6 receptor
IPA	Ingenuity Pathway Analysis
IRS1	Insulin receptor substrate 1
lncRNA	Long non-coding RNA
logFC	Log fold change
Max	Maximum
MCP	Metacarpophalangeal
Min	Minimum
MMP	Matrix metalloproteinase
miRNA	microRNA
mRNA	Messenger RNA
NOTCH	Notch receptor
OA	Osteoarthritis
P	Passage
PBS	Phosphate-buffered saline
PCA	Principal component analysis
Pen/Strep	Penicillin–streptomycin
piRNA	Piwi-interfering RNA
PPARG	Peroxisome proliferator-activated receptor gamma
QC	Quality control
RECK	Reversion-inducing cysteine-rich protein with Kazal motifs
RPM	Reads per million
rRNA	Ribosomal RNA
RXRA	Retinoid X receptor alpha
SEC	Size exclusion chromatography
scRNA	Small conditional RNA
SIRT1	Sirtuin 1
SMAD4	Mothers against decapentaplegic homolog 4
snRNA	Small nuclear RNA
snoRNA	Small nucleolar RNA
SF	Synovial fluid
SD	Standard deviation
THRB	Thyroid hormone receptor beta
TNF	Tumor necrosis factor
tRNA	Transfer RNA
VCAM	Vascular cell adhesion molecule 1
VEGF	Vascular endothelial growth factor

# Supplementary material for: Extracellular Vesicle-Derived microRNA Crosstalk Between Equine Chondrocytes and Synoviocytes—An In Vitro Approach
**Source:** Int J Mol Sci. 2025 Apr 3;26(7):3353. doi: 10.3390/ijms26073353
**Supplement:** Supplementary file 1

Supplementary material

Table S1. Demographics for control donor and recipient cells, stratified by cell type.

Characteristics	Donor cells		Recipient cells	
	Chondrocytes<br>(N=2)	Synoviocytes<br>(N=2)	Chondrocytes<br>(N=1)	Synoviocytes<br>(N=1)
Age, years				
Mean (SD)	7.5 (3.5)	7.5 (3.5)	10.0 (–)	10.0 (–)
95% CI	–24.3–39.3	–24.3–39.3	–	–
Min; Max	5; 10	5; 10	–	–
<i>p</i> value	>0.999 ¹		–	
Sex, n (%)				
Female	1 (50.0)	2 (100.0)	0 (0.0)	1 (100.0)
Male	1 (50.0)	0 (0.0)	1 (100.0)	0 (0.0)
<i>p</i> value	0.248 ²		–	
Joint macroscopic score (0–9) ³ , n (%)				
0	0 (0.0)	0 (0.0)	0 (0.0)	0 (0.0)
1	0 (0.0)	1 (50.0)	0 (0.0)	0 (0.0)
2	2 (100.0)	1 (50.0)	1 (100.0)	1 (100.0)
≥3	0 (0.0)	0 (0.0)	0 (0.0)	0 (0.0)
Mean (SD)	2.0 (0.0)	1.5 (0.0)	2.0 (0.0)	2.0 (0.0)
95% CI	2.0–2.0	–4.9–7.9	–	–
Min; Max	2; 2	1; 2	–	–
<i>p</i> value	>0.999 ⁴		–	

¹ Calculated using a Mann-Whitney U test. ² Calculated using a Chi-squared test. ³ Average of the scores obtained by three independent researchers using the Osteoarthritis Research Society International scoring system [16].

⁴ Calculated using an unpaired t test.

CI, confidence interval; Max, maximum; Min, minimum; n, number of donors in a given category; N, number of donors included in the analysis set; SD, standard deviation.

Table S2. Top 10 diseases and functions associated with the predicted interaction network of uniquely expressed 5-EU labelled miRNAs from synoviocyte-derived EVs and their experimentally observed targets.

**Diseases & Functions**	**p-value**	**Number of molecules involved¹**
Migration of tumor cell lines	4.36×10 ⁻³⁴	36
Proliferation of connective tissue cells	8.94×10 ⁻³¹	28
Invasion of tumor cell lines	2.29×10 ⁻³⁰	33
Development of body trunk	2.69×10 ⁻³⁰	32
Invasion of cells	1.05×10 ⁻²⁹	34
Development of vasculature	9.28×10 ⁻²⁹	32
Maturation of cells	1.14×10 ⁻²⁸	24
Angiogenesis	1.63×10 ⁻²⁸	31
Growth of muscle tissue	1.79×10 ⁻²⁸	24
Growth of epithelial tissue	5.74×10 ⁻²⁷	27

¹ Number of molecules involved out of 44 (8 miRNAs uniquely expressed in synoviocyte-derived EVs and the corresponding 36 experimentally observed targets).

5-EU, 5-ethynyl uridine; EV, extracellular vesicle; miRNA, microRNA.

Table S3. Top 10 diseases and functions associated with the predicted interaction network of uniquely expressed 5-EU labelled miRNAs from chondrocyte-derived EVs and their experimentally observed targets

**Diseases & Functions**	**p-value**	**Number of molecules involved¹**
Endometriosis	2.91×10 ⁻¹⁴	9
Benign pelvic disease	3.52×10 ⁻¹³	10
Pulmonary fibrosis or aplastic anemia	2.77×10 ⁻¹¹	8
Invasive cancer	1.56×10 ⁻¹⁰	11
Epithelial-mesenchymal transition	1.67×10 ⁻¹⁰	7
Vasculogenesis	2.88×10 ⁻¹⁰	9
Metastatic gastrointestinal tract cancer	5.51×10 ⁻¹⁰	7
Fibrosis of lung	6.03×10 ⁻¹⁰	7
Advanced malignant gastrointestinal neoplasm	8.07×10 ⁻¹⁰	7
Apoptosis of kidney cell	2.24×10 ⁻⁹	6

¹ Number of molecules involved out of 12 (3 miRNAs uniquely expressed in chondrocyte-derived EVs and the corresponding 9 experimentally observed targets).

5-EU, 5-ethynyl uridine; EV, extracellular vesicle; miRNA, microRNA.

Table S4. Experimentally observed targets for the differentially expressed miRNAs between EV-recipient chondrocytes (RNA from EV-donor synoviocytes) and EV-recipient synoviocytes (RNA from EV-donor chondrocytes), filtered for cartilage, chondrocytes and osteoblasts.

miRNA	Symbol	Gene name
hsa-miR-143	IGFBP5	Insulin like growth factor binding protein 5
	BCL2	B-cell lymphoma 2 apoptosis regulator
hsa-miR-181a	BCL2	B-cell lymphoma 2 apoptosis regulator
	MMP14	Matrix metalloproteinase 14
	GRIA2	Glutamate ionotropic receptor AMPA type subunit 2
hsa-miR-199a-5p	SIRT1	Sirtuin 1
hsa-miR-21	RECK	Reversion-inducing cysteine-rich protein with Kazal motifs
	IL6R	Interleukin 6 receptor
	TNF	Tumor necrosis factor
hsa-miR-23b	CXCL12	C-X-C Motif Chemokine Ligand 12
	IL6R	Interleukin 6 receptor
	HES1	Hes family bHLH transcription factor 1
	SMAD4	Mothers against decapentaplegic homolog 4
	NOTCH1	Notch Receptor 1
hsa-miR-27b	PPARG	Peroxisome Proliferator Activated Receptor Gamma
	THRB	Thyroid Hormone Receptor Beta
	RXRA	Retinoid X Receptor Alpha
	FASN	Fatty acid synthase
	IGF1	Insulin-like Growth Factor 1
	NOTCH1	Notch Receptor 1
	MMP13	Matrix metalloproteinase 13
	SMAD4	Mothers against decapentaplegic homolog 4
hsa-miR-31	CASR	Calcium sensing receptor

EV, extracellular vesicles; miRNAs, microRNA.

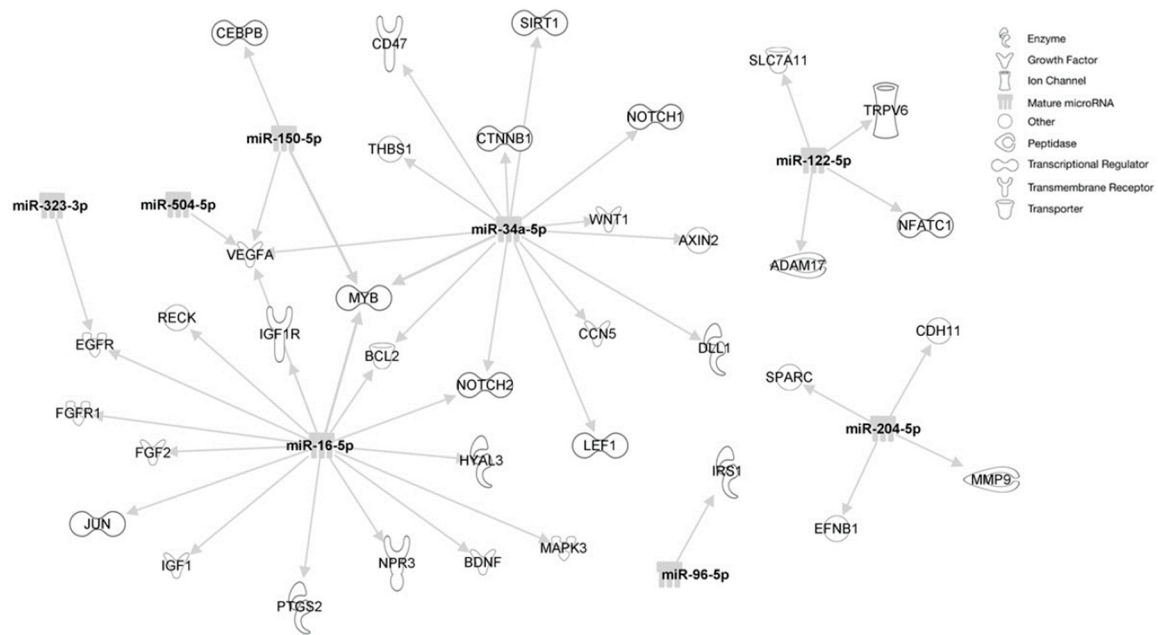

Figure S1. Interaction network of 5-EU labelled miRNAs uniquely identified in EV-recipient chondrocytes (RNA from EV-donor synoviocytes) and their experimentally observed targets in chondrocytes, osteoblasts and cartilage tissue. miRNAs are represented in gray and experimentally predicted targets are represented in white. Arrows represent direct interactions. ADAM17, A disintegrin and metalloprotease 17; AXIN2, axin 2; BCL2, B-cell lymphoma 2 apoptosis regulator; BDNF, brain-derived neurotrophic factor; CCN5, cellular communication network factor 5; CDH11, cadherin 11; CEBPB, CCAAT/enhancer-binding protein beta; CTNNB1, catenin beta 1; DLL1, delta like canonical Notch ligand 1; EFN1, ephrin B1; EGFR, epidermal growth factor receptor; FGF2, fibroblast growth factor 2; FGFR1, fibroblast growth factor receptor 1; HYAL3, hyaluronidase 3; IGF1, insulin-like growth factor 1; IRS1, insulin receptor substrate 1; JUN, Jun proto-oncogene; AP-1 transcription factor subunit; LEF1, lymphoid enhancer binding factor 1; MAPK3, mitogen-activated protein kinase 3; MMP9, matrix metalloproteinase 9; MYB, MYB proto-oncogene transcription factor; NFATC1, nuclear factor of activated T cells 1; NOTCH1, Notch receptor 1; NOTCH2, Notch receptor 2; NPR3, natriuretic peptide receptor 3; PTGS2, prostaglandin-endoperoxide synthase 2; RECK, reversion inducing cysteine rich protein with Kazal motifs; SIRT1, sirtuin 1; SLC7A11, solute carrier family 7 member 11; SPARC, secreted protein acidic and cysteine rich; THBS1, thrombospondin 1; TRPV6, transient receptor potential cation channel subfamily V member 6; VEGFA, vascular endothelial growth factor A; WNT1, Wnt family member 1.

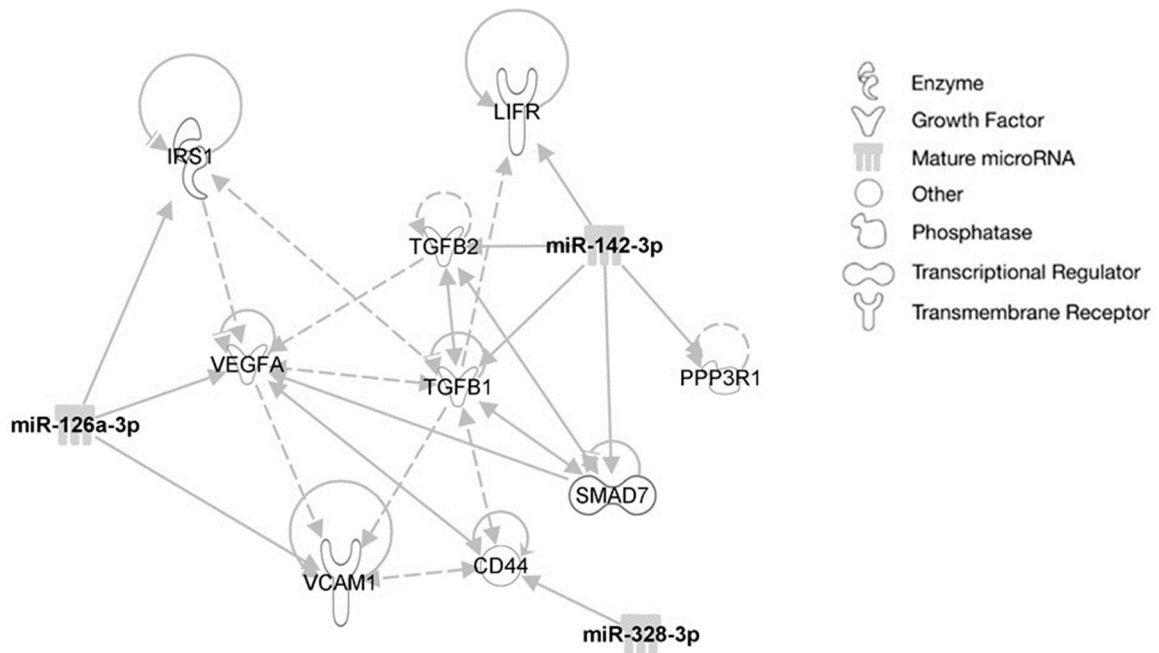

Figure S2. Interaction network of 5-EU labelled miRNAs uniquely identified in EV-recipient synoviocytes (RNA from EV-donor chondrocyte) and their experimentally observed targets in chondrocytes, osteoblasts and cartilage tissue. miRNAs are represented in gray and experimentally predicted targets are represented in white. Solid arrows represent direct interactions, and dashed arrows represent indirect interactions. IRS1, insulin receptor substrate 1; VCAM1, vascular cell adhesion molecule 1; VEGFA, vascular endothelial growth factor A; LIFR, leukemia inhibitory factor receptor; PPP3R1, protein phosphatase 3 regulatory subunit B alpha; SMAD7, mothers against decapentaplegic homolog 7; TGFB1, transforming growth factor beta 1; TGFB2, transforming growth factor beta 2.

Top Canonical Pathways		
Name	p-value	Overlap
Role Of Osteoblasts In Rheumatoid Arthritis Signaling Pathway	2.30E-10	3.5 % 8/228
Osteoarthritis Pathway	2.64E-10	3.4 % 8/232
Tumor Microenvironment Pathway	1.63E-09	3.9 % 7/178
Hepatic Fibrosis / Hepatic Stellate Cell Activation	2.57E-09	3.7 % 7/190
Role Of Chondrocytes In Rheumatoid Arthritis Signaling Pathway	1.65E-08	4.3 % 6/140
Top Diseases and Bio Functions		
Diseases and Disorders		
Name	p-value range	# Molecules
Organismal Injury and Abnormalities	6.72E-05 - 4.60E-15	26
Inflammatory Disease	6.62E-05 - 2.31E-14	23
Cancer	6.62E-05 - 4.92E-14	26
Inflammatory Response	6.62E-05 - 5.48E-13	22
Gastrointestinal Disease	6.06E-05 - 2.30E-12	25
Molecular and Cellular Functions		
Name	p-value range	# Molecules
Cellular Development	6.65E-05 - 1.05E-17	24
Cellular Growth and Proliferation	6.65E-05 - 1.05E-17	24
Gene Expression	4.13E-05 - 1.97E-16	15
Cell Death and Survival	6.72E-05 - 3.25E-14	22
Cellular Movement	6.80E-05 - 3.92E-14	22

Figure S3. Summary of IPA Core Analysis performed on differentially expressed miRNAs between chondrocytes and synoviocytes and filtered for experimentally observed relationships. Ingenuity Pathway Analysis; miRNA, microRNA.

How the deposited data were processed for this re-analysis (not part of the article)

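The study sequenced small RNA recovered through the 5-EU label from 5 EV-recipient chondrocyte and 4 EV-recipient synoviocyte cultures and from 1 EV-recipient control synoviocyte culture that had received unlabelled EVs. The control was identified from the study's figures and from the group row of the deposited tables. The sample titles name it as a synoviocyte without the word control. Libraries are separate recipient horses, while the EVs were pooled by donor cell type.

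The authors processed the reads with the miND pipeline adapted to horse: FastQC 0.11.9 and MultiQC 1.10, cutadapt 3.3 with a minimum length of 17 nt, Bowtie 1.3.0 and miRDeep2 2.0.1.2, EquCab 3.0 with 2 mismatches and miRBase 22.1 with 1 mismatch. Libraries had been amplified with 25 to 28 PCR cycles and sequenced in 100 bp reads. The authors deposited whole-number counts for 239 miRNAs and 8 spike-in calibrators per library. The authors also deposited RPM, which were found to equal each count over the miRNA total of its library within 0.047%, with the spike-ins left out. Every column of both tables was mapped to a sample. Total reads and the other RNA classes of Figure 1 were not analysed here. With no genome in use here, no coordinates are given.

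Differential expression was computed from the deposited counts with edgeR 4.0.16 in R 4.3.3, using TMM factors, library sizes summed over the 239 miRNAs, and the quasi-likelihood test without robust estimation. The study's own test was edgeR 3.32 in R 4.0. The text of the study does not name a normalization for this test. The filter followed the study's methods, with the RPM of 10 counts in the smallest library as the minimum, in at least 2 libraries. Standard errors of log2 fold changes are the fold change divided by the square root of the F statistic. With no filter on low counts, p lay near the normal tail of the fold change over its standard error. Each miRNA's own spread between horses then had little weight. For eca-miR-143 the quasi-likelihood p was 4.03e-13 with no filter and 0.00174 with the filter, at log2 fold changes of 2.52 and 2.62. Values of p from fits with no filter may therefore understate the spread between horses. The threshold was 0.05 for unadjusted p and for Benjamini-Hochberg adjusted p. DESeq2 1.42.0 and limma 3.58.1, the latter on log2(RPM + 1) and log2(RPM + 10), served as alternatives. The fit was tested on simulated counts drawn from the means, dispersions and library sizes of the 49 miRNAs, with 12 of them changed in each of 50 simulations. The counts were drawn from the negative binomial model that the fit assumes. The shares that follow therefore hold only as far as the real counts follow that model. For EV-recipient synoviocytes against EV-recipient chondrocytes, 61% of 2-fold, 95.5% of 4-fold and 99% of 8-fold changes reached an unadjusted p under 0.05, as did 5.24% of unchanged miRNAs; at an adjusted p under 0.05 the shares were 29.5%, 88% and 95.5%.

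Detection was set at 1 count in 1 library, as the text of the study states no minimum. Numbers at equal depth are hypergeometric expectations. Differences in values per library were tested with exact permutation tests over the 126 splits of 9 libraries into 5 and 4, and correlations with 100000 permutations in Python 3.11.15 with scipy 1.17.1. The principal component analysis used RPM scaled to unit variance over all miRNAs and the 10 libraries, which gave 16.73, 14.6 and 12.61% of the variance for the first components. Pairs of replicates of a group all differed by more than sampling noise (chi-square over degrees of freedom of 16.6 or more), so none was counted as a repeat. Depth ranged from 4891 to 444408 miRNA counts. The 3-count floor and intervals at 95% confidence (Wilson) cover counting error only.

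Before the data were examined, the main tests, the alternatives except those marked as chosen later, and the rule for named miRNAs were fixed. The tests on principal components, the exact tests of miR-140 and the search for outlying libraries were not among them. The rule named the miRNAs that the study names, whose values in its tables had been seen; the 10 tested miRNAs with the smallest p beyond Table 4; the 5 most abundant per group and in the control; the 5 with the highest summed count among those found in only 1 group; and the 4 most abundant members of each of 17 lists. Those lists were the study's own (top 5, Table 4, Figures S1 and S2), miRNAs known from cartilage, mesenchymal cells, blood cells, endothelium and other tissues, those of the DLK1-DIO3 region, those acting on angiogenesis and inflammatory signalling, miR-210, and the let-7, miR-23/27/24, miR-181 and miR-30 families. miRNAs with near-identical mature sequences may share reads. eca-miR-199a-3p and eca-miR-199b-3p, and eca-miR-103 and eca-miR-107a, had counts within 7.51% of each other in every library and are treated as uncertain. Alternatives covered normalization, tool, filter, robust estimation, the handling of the control, a replicate block, the minimum for detection, depth, the scale of abundance and leaving out each library.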

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

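The tests of a mislabelled library, of low depth in the control, of rank correlations with a library held out and of equal numbers of libraries, and the fit without the 2 shallowest libraries, were chosen only after the result was seen. The most prominent pattern was that the unlabelled EV-recipient control synoviocyte library sided with the EV-recipient chondrocytes. On a scale with 0 at the mean of EV-recipient synoviocytes and 1 at that of EV-recipient chondrocytes, its median position over the 9 miRNAs at an unadjusted p under 0.05 was 1.25, against -0.0742 to 0.378 for labelled EV-recipient synoviocytes and 0.473 to 1.74 for EV-recipient chondrocytes, each placed on miRNAs called without it. Low depth is argued against, since the 3 EV-recipient synoviocytes thinned to the control's total reached at most 0.109, and replicate 4, which held fewer counts than the control, lay at 0.378. The control's EVs came from cells without the label. If the library is named correctly, its miRNA counts therefore do not come from RNA labelled in its own donor cells. How they entered the library was not tested. Whether they are unlabelled RNA carried through the capture, which the labelled libraries might hold as well, remains open. The control's mean rho with the EV-recipient synoviocytes lay below the lowest rho among those 4, at 0.795 against 0.803 over 129 miRNAs. Over the 49 tested it was 0.8 against 0.839, lower by more than the SD of its rhos (0.0247). But EV-recipient synoviocyte replicate 4, held out and of similar depth, lay further below the others of its own group. Its values were 0.839 against 0.874 and 0.853 against 0.938, respectively, so these rhos do not decide the question. A mislabelled library is a candidate explanation that the position of 1.25 would allow, and so is a difference in the label or in the 2 donor horses, which 1 library leaves untested; the paper's concentration of captured RNA (Table 3) runs the way the labels say, lower in the control, which does not settle it.

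The cartilage miRNAs of miR-140, outside those the study discusses, were higher in EV-recipient chondrocytes, the recipients of synoviocyte EVs, than in the recipients of chondrocyte EVs. With edgeR's own filter the log2 fold change was -5.66 for eca-miR-140-3p (adjusted p = 0.0157) and -3.84 for eca-miR-140-5p (adjusted p = 0.0596). With no filter the adjusted p in edgeR were 7.15e-05 and 0.0107, in a fit that gave little weight to each miRNA's own spread between horses. Their mean RPM were 1319.5 ± 1020.4 and 937 ± 562 (SD, n = 5) in EV-recipient chondrocytes and 27.2 ± 32 and 49.3 ± 64.3 (SD, n = 4) in EV-recipient synoviocytes (exact permutation p = 0.0159 and 0.0476). RNA of the recipient cells carried through the capture may account for this, but no value here tests it. The median log2 fold change without a filter, -4.81, is that of the same miR-140 arms and only restates the pattern. Synoviocyte EVs rich in miR-140 would give the same direction, and EV source and recipient cell changed together. The control, a synoviocyte culture, held 13 counts of eca-miR-140-5p (639 RPM, 95% Wilson interval 374 to 1090), above the 4 labelled EV-recipient synoviocyte libraries.

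The greater number of miRNAs over the EV-recipient chondrocyte libraries together, 213 against 196, kept its direction at equal depth, with 145 against 133. The test planned for this, the difference per library at equal depth (exact permutation p of 0.921), says nothing about this, since the difference per library ran the other way before depth was equalised (-4.1), and without the 2 shallowest libraries turned to 0.667 before and 1.64 after. With 4 libraries in each group at equal depth, EV-recipient chondrocytes held 3.8 more miRNAs on average over the 5 choices of 4, above the SD over those choices (2.95). The choices share libraries, so that SD understates the spread between horses, and over all 126 splits the exact permutation p was 0.563. The number of libraries and a difference between the groups cannot be told apart, as the spread between 9 horses is wider than the difference left.

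Chance division of the recipient horses is unlikely at the 0.05 level to give the numbers of differentially expressed miRNAs. Of 100 splits drawn from the 126 that part the 9 libraries into 5 and 4, 2 gave 9 or more miRNAs at an unadjusted p under 0.05. At an adjusted p under 0.05, 2 gave 4 or more. The real split is included in both, and the highest other split gave 9 and 4, respectively. EVs were pooled by donor cell type, so the splits say nothing about chance differences between the EV pools.

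The spike-in calibrators, which the study draws in Figure 1 without using them to scale miRNAs, gave a median of 384 miRNA counts per 1000 spike-in counts in the labelled libraries, against 78.6 in the control, with 7 of 9 labelled libraries above it. Other miRNAs outside those discussed in the study that passed an unadjusted p under 0.05 with edgeR's own filter, with a group mean above the control, were eca-miR-146a (2.28 on the log2 scale), eca-miR-451 (3.33), eca-miR-146b-5p (2.27) and eca-miR-27a (-0.73), none of which passed an adjusted p under 0.05 in that fit (adjusted p of 0.177 to 0.252). eca-miR-451 stood at 10320.1 RPM in EV-recipient synoviocyte replicate 4 and at 9.16, 884 and 1518 RPM in the others, and without the 2 shallowest libraries its log2 fold change was 1.93 (adjusted p = 0.391 from edgeR), no longer at an unadjusted p under 0.05. A library far from the others of its group was seen in 6 of 54 groups of values (depth, detection, spike-in recovery, and the miRNAs of Table 4, the top 5, the 10 that followed and miR-140), where chance gives about 1 in 20. In EV-recipient synoviocytes these were eca-miR-181b in replicate 3 (3316 RPM) and eca-miR-31 in replicate 1 (154 RPM, the others 0). In EV-recipient chondrocytes they were eca-miR-221 in replicate 3 (139661 RPM), and eca-miR-199b-3p and eca-miR-199a-3p (11245 RPM each) and eca-miR-99b (0 RPM, where 3 counts correspond to 613 RPM) in replicate 1. The counts of eca-miR-199b-3p and eca-miR-199a-3p lay within 1.69% of each other in every library, so these may be 1 observation. The 54 groups are therefore not independent, and 6 of 54 was not tested against chance.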

How the results depend on the processing

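The settings without the 2 libraries under 20000 miRNA counts and with spike-in counts as library size were chosen after the result was seen. The number of miRNAs at an unadjusted p under 0.05 between EV-recipient synoviocytes and EV-recipient chondrocytes, 9, was 6 to 12 under other normalizations, tools, the RPM minimum in at least 4 libraries, robust estimation, the control as a group of its own and the replicate block. With no filter on low counts 44 of 239 miRNAs passed and 14 reached an adjusted p under 0.05, and with edgeR's own filter 17 of 100 passed, more miRNAs being tested in both. Fits with no filter also gave little weight to each miRNA's own spread between horses. Counting the control as an EV-recipient synoviocyte left 1 miRNA, eca-miR-143, at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05 in edgeR. The number at an adjusted p under 0.05, 4, fell to 1 with limma on log2(RPM + 1) and on log2(RPM + 10). With the replicate number as a block (replicate block) it fell to 1, with 6 at an unadjusted p under 0.05. Replicate numbers do not pair the libraries, which come from different horses: correlations of the deviations of same-numbered libraries were -0.109, 0.103, -0.405 and -0.0217, and 0 of the 4 EV-recipient synoviocyte libraries correlated best with its own number. Leaving out each library moved the number at an unadjusted p under 0.05 between 7 and 16, and that at an adjusted p under 0.05 between 1 and 6. Without the 2 libraries under 20000 miRNA counts (EV-recipient chondrocyte replicate 1 and EV-recipient synoviocyte replicate 4), 16 of the same 49 miRNAs passed an unadjusted and 9 an adjusted p under 0.05; with the filter applied anew to the 7 left, 23 and 8 of 92 did, and with no filter 31 and 16 of 237. With spike-in counts as library size, 0 passed either threshold in edgeR. The cause of these changes was not tested. Normalizing by library size alone shifted log2 fold changes by a median of -0.14, and spike-in counts as library size by -0.165. The 9 miRNAs of Table 4 kept their direction in 233 fits and passed an unadjusted p under 0.05 in 196 of them; eca-miR-199a-5p fell short in 13 of 26. The 13 other miRNAs among the 5 most abundant and the 10 with the smallest p beyond Table 4 also kept their direction, and passed in 40 of 336 fits. Of the other tested miRNAs, eca-miR-16 and eca-miR-23a turned direction with DESeq2's size factors in edgeR, eca-let-7g, eca-miR-125a-5p, eca-miR-1307, eca-miR-28-3p and eca-miR-92a by library size alone, and 16 with spike-in counts, eca-miR-29a and eca-miR-125b-5p among them.

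The 213 and 196 miRNAs detected changed by less than 1.5 times under each alternative, and were 189 to 212 and 165 to 194 when each library was left out. Those found only in EV-recipient chondrocytes fell from 43 to 27, and those found only in EV-recipient synoviocytes from 26 to 14, when detection in either group took counts in at least 2 of its libraries, and 12 of the 27 and 2 of the 14 had no counts in the other group; they were 27 to 64 and 16 to 34 when each library was left out. The difference in miRNAs per library, -4.1, turned to 0.3 at 5 counts and ran from -18.9 to 15.5 without each library; at an equal depth of 4891 counts, -3.78 ran from -8.18 to 10.7. Without the 2 libraries under 20000 miRNA counts, these differences turned to 0.667 and 1.64, and that at equal depth was 2.82 at 32269 counts, which those 2 libraries do not reach. The difference in counts per library, 4929.8, turned to -0.13 on the log2 scale and ran from -62554 to 93907 without each library. None of these differences passed an exact permutation test under any alternative run. The share of squared distance between groups, 15.6%, was 14.8% on log2(RPM + 1) and 15.2% on log2(RPM + 10), no longer past the threshold. It was 15.8 to 18.6% when each library was left out, of which 7 of 9 were no longer past it. With fewer libraries the share runs higher by chance alone, so these values are not comparable with 15.6%. Why the threshold was missed was not tested. The 5 most abundant miRNAs shared were 5 by mean count and median RPM and 4 to 5 without each library, and the rank correlation of the control with EV-recipient synoviocytes stayed between 0.789 and 0.8. Depth limits detection: 3 counts correspond to 613 RPM in EV-recipient chondrocyte replicate 1.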

Differences from the paper's values

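No value the paper states for the miRNA counts, the numbers of miRNAs or the fold changes of Table 4 differed from the value obtained here by more than its error or 1.5 times. The paper's number for EV-recipient synoviocytes, 198, was reached with the control library counted among them, and was 196 over the 4 labelled libraries. The paper's numbers found only in a group, 43 and 26, were met without the control; with detection in a group set at counts in at least 2 of its libraries they were 27 and 14, without EV-recipient chondrocyte replicate 2 the first was 27, and without EV-recipient synoviocyte replicate 1 or 2 the second was 16. Of the fold changes, some alternatives set before the data were examined moved beyond the paper's Table 4. With the control counted as an EV-recipient synoviocyte they were -1.35 for eca-miR-27b, -1.05 for eca-miR-23b, -2.89 for eca-miR-31 and -0.32 for eca-miR-199a-5p. eca-miR-31 was -7.07 with limma on log2(RPM + 1) and -11.27 without EV-recipient synoviocyte replicate 1, without which eca-miR-21 was 0.50. eca-miR-181a was 4.08 and 3.40 with limma on log2(RPM + 1) and log2(RPM + 10). It was 3.14 with the replicate block, whose numbers do not pair the libraries. Under the other alternatives of that kind the fold changes lay within 1 standard error, as fitted over the 9 labelled libraries, of the paper's. The percentages of variance printed on the axes of Figure 2 match those obtained here, 16.73, 14.6 and 12.61%.

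Figure S1 draws miR-16 and miR-34a among the miRNAs found only in EV-recipient chondrocytes. Here eca-miR-16 and eca-miR-34a were counted in both groups, each in all 4 labelled EV-recipient synoviocyte libraries, while the other 6 miRNAs of that figure were counted only in EV-recipient chondrocytes. Of the relatives of miR-16 and miR-34a, eca-miR-424 (11 counts), eca-miR-34b-5p and eca-miR-34c (2 counts each), eca-miR-449a (45) and eca-miR-449b (26) were counted in EV-recipient chondrocytes and in no labelled EV-recipient synoviocyte library. The reverse held for eca-miR-34b-3p, with 1 count in EV-recipient synoviocytes and none in EV-recipient chondrocytes. eca-miR-15a, eca-miR-15b, eca-miR-195, eca-miR-497 and eca-miR-503, also of the miR-16 family, were counted in both groups. The paper states that more miRNAs were present in synoviocyte-derived than in chondrocyte-derived EVs. That holds for the unions over libraries, 213 and 196, but per library the means were 130.4 and 134.5, and 91.3 and 95 at equal depth, none of these differences passing an exact permutation test.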

Other observations

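The use of the libraries without the 2 shallowest was chosen only after the data were seen. miRNAs known from fibroblast-like and other mesenchymal cells were led by eca-miR-143, eca-miR-29a, eca-miR-199a-5p and eca-miR-199a-3p. Of 7 tested, 1 was higher in EV-recipient synoviocytes at an adjusted p under 0.05 (eca-miR-143), none was lower and 6 did not pass. The count was the same when adjusted over the list alone, which adds no support since eca-miR-143 is in Table 4. eca-miR-29a stood at 17242 ± 2488 and 18099.9 ± 3479.6 RPM. The let-7 family, led by eca-let-7f, eca-let-7a, eca-miR-98 and eca-let-7c, summed to 40062 ± 13305 RPM (SD, n = 5) in EV-recipient chondrocytes and 56163 ± 25156 RPM (SD, n = 4) in EV-recipient synoviocytes, and to 13920.3 RPM in the control. Over all 9 labelled libraries, none of its 6 tested members passed an unadjusted or an adjusted p under 0.05 in edgeR, while DESeq2 gave eca-let-7e an unadjusted p under 0.05, as did edgeR without EV-recipient chondrocyte replicate 1. Without EV-recipient synoviocyte replicate 4, and without the 2 shallowest libraries, eca-let-7a, eca-let-7e, eca-let-7f and eca-miR-98 were higher in EV-recipient synoviocytes at an unadjusted p under 0.05. Without the 2 shallowest, eca-let-7f also passed an adjusted p under 0.05 over the same 49 miRNAs, and none of the family did with the filter applied anew. With no filter, again without those 2 libraries, eca-let-7f (adjusted p = 0.0121 in edgeR) and eca-let-7e (adjusted p = 0.0472 in edgeR) did, while eca-let-7a fell short of the unadjusted threshold. That fit gave little weight to each miRNA's own spread between horses. The inhibitors of inflammatory signalling eca-miR-146a and eca-miR-146b-5p were at 1461 ± 506 and 636 ± 408 RPM in EV-recipient synoviocytes, 284 ± 307 and 115 ± 134 RPM in EV-recipient chondrocytes, and had 0 counts in the control, where 3 counts correspond to 148 RPM.

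miRNAs known from blood cells, led by eca-miR-92a, eca-miR-16, eca-miR-25 and eca-miR-451, summed to 55984 ± 10436 RPM (SD, n = 5) in EV-recipient chondrocytes and 56678 ± 11829.9 RPM (SD, n = 4) in EV-recipient synoviocytes, of which eca-miR-92a, eca-miR-16 and eca-miR-25 are also expressed in most cells. None of the 3 tested passed an unadjusted or an adjusted p under 0.05 in edgeR, DESeq2 or limma, with none when adjusted over the list alone. The erythroid eca-miR-451 had 4, 170, 49 and 177 counts in the EV-recipient synoviocyte libraries, 5, 24, 11, 12 and 49 in the EV-recipient chondrocyte libraries and 35 in the control. With no filter on low counts, in a fit that gave little weight to each miRNA's own spread between horses, it was higher in EV-recipient synoviocytes (log2 fold change 3.38, adjusted p = 0.000333 from edgeR's quasi-likelihood test). So were the erythroid eca-miR-486-5p (adjusted p = 1.08e-05) and eca-miR-144 (adjusted p = 0.000134), named here after their values were seen, whose fitted folds are no bound, with 8, 48, 6 and 65 and 0, 6, 6 and 49 counts in the EV-recipient synoviocyte libraries and 2 and 1 over all EV-recipient chondrocyte libraries. All 3 were highest in EV-recipient synoviocyte replicate 4, 1 of the 2 shallowest libraries, where eca-miR-451 was at 10320.1, eca-miR-486-5p at 3789.9 and eca-miR-144 at 2857 RPM. Without those 2 libraries and with no filter, the adjusted p in edgeR were 0.0909, 0.247 and 0.43, respectively. The endothelial arms of miR-126 summed to 34.9 ± 44.5 RPM (SD, n = 4) in EV-recipient synoviocytes and without counts in EV-recipient chondrocytes. The miRNAs known from liver, epithelium, muscle, nerve or pancreas, led by eca-miR-200c, eca-miR-122, eca-miR-1 and eca-miR-205, summed to 237 ± 164 RPM (SD, n = 5) in EV-recipient chondrocytes and 405 ± 665 RPM (SD, n = 4) in EV-recipient synoviocytes, with 24 counts of eca-miR-200c in EV-recipient synoviocyte replicate 4 alone. In the DLK1-DIO3 group the most abundant members were eca-miR-487b, eca-miR-376c, eca-miR-411 and eca-miR-543.

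Relative to the spike-in calibrators, miRNA recovery in the labelled libraries spanned 13.4 to 2493 counts per 1000 spike-in counts. EV-recipient chondrocyte replicate 1 and EV-recipient synoviocyte replicate 4 lay at 0.171 and 0.806 times the unlabelled control, and the other 7 at 3.04 to 31.7 times. Without those 2 libraries, and with the filter applied anew, eca-miR-140-3p (log2 fold change -5.92, adjusted p = 0.00663), eca-miR-140-5p (-3.87, adjusted p = 0.00655), eca-miR-146a (2.25, adjusted p = 0.0411) and eca-miR-99a (-1.50, adjusted p = 0.00768) joined the 4 miRNAs at an adjusted p under 0.05 in edgeR's quasi-likelihood test.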
